# KLF5 protects the intestinal epithelium against Th17 immune response in a murine colitis model

**DOI:** 10.1172/jci.insight.153488

**Published:** 2022-04-08

**Authors:** Jason Shieh, Timothy H. Chu, Yang Liu, Julie Kim, Ainara Ruiz de Sabando, Soma Kobayashi, Sui Y. Zee, Brian S. Sheridan, Agnieszka B. Bialkowska, Vincent W. Yang

**Keywords:** Gastroenterology, Inflammation, Cytokines, Inflammatory bowel disease, Mouse models

## Abstract

Inflammatory bowel disease (IBD) is a chronic illness characterized by dysregulated immune cascades in the intestines, in which the Th17 immune response plays an important role. We demonstrated that mice with intestinal epithelium–specific deletion of *Krüppel-like factor 5* (*Klf5*) developed Th17-dependent colonic inflammation. In the absence of KLF5, there was aberrant cellular localization of phosphorylated STAT3, an essential mediator of the Th17-associated cytokine, IL-22, which is required for epithelial tissue regeneration. In contrast, mitigation of IL-17A with anti–IL-17A neutralizing antibody attenuated colitis in *Klf5*-deficient mice. There was also a considerable shift in the colonic microbiota of *Klf5*-deficient mice that phenocopied human IBD. Notably, the inflammatory response due to *Klf5* deletion was alleviated by antibiotic treatment, implicating the role of microbiota in pathogenesis. Finally, human colitic tissues had reduced KLF5 levels when compared with healthy tissues. Together, these findings demonstrated the importance of KLF5 in protecting the intestinal epithelium against Th17-mediated immune and inflammatory responses. The mice described herein may serve as a potential model for human IBD.

## Introduction

Inflammatory bowel disease (IBD) is a chronic inflammatory condition of the intestines driven in part by an imbalanced intestinal microenvironment. IBD comprises 2 major subtypes: ulcerative colitis (UC) and Crohn’s disease (CD) (1). Although both subtypes are classified under the same disease, they have distinct clinical features and anatomical distribution. UC is confined to the colon and can affect regions from the anorectal margin to proximal colonic regions as a continuous patch (1). On the other hand, CD can occur in any part of the gastrointestinal tract, most commonly the terminal ileum or right-sided colon, and often has perianal involvement. CD has the typical appearance of “patchy lesions” on colonoscopy and, if present, granulomas on pathology. Clinically, patients with CD often experience weight loss and, not infrequently, abscesses or fistula formation (1). Despite the differences between these 2 subtypes, they both manifest dysregulated immune and inflammatory responses that ultimately disrupt intestinal homeostasis.

Several key elements are involved in maintaining intestinal epithelial homeostasis, including intestinal epithelial cells, stromal cells with associated mucosal immune cells, and the microbiota (2). The intestinal microbiota is typically composed of bacteria beneficial for gut homeostasis and, therefore, the host (3). In healthy tissue, the intestinal epithelium maintains a barrier to limit the mucosal invasion by luminal microbiota. This barrier has 2 layers: a physical one upheld by epithelial tight junctions and a chemical one composed of molecules from the regenerating protein family and mucin glycoprotein family (4–6). The immune system helps shape the luminal niche within the mucosal tissue by sampling microbiota and eliciting inflammation to pathogenic bacterial populations (7–9). In dysbiosis, a condition in which the gut bacteria become unbalanced and their benefits to the host become subverted, a proinflammatory response is initiated to limit bacterial distribution through autophagy (10, 11), immune clearance of pathogens, and repair signals for intestinal epithelial cells (12). As such, a delicate balance to maintain the intestinal epithelial barrier, microbiota, and inflammatory response is essential for a healthy gut.

Given that Th17 responses are strongly correlated with inflamed regions of the intestine of patients with IBD (13), it is imperative to understand how these cells shift the homeostatic balance among the intestinal epithelial barrier, microbiota, and other components of the immune system. The major cytokine associated with Th17 is IL-17A; however, secukinumab, a mAb against IL-17, paradoxically exacerbates gastrointestinal symptoms in patients with IBD (14). As such, the focus has shifted to other cytokines that Th17 produces, such as IL-22. IL-22 is of particular interest because it functions to promote the regeneration of intestinal epithelial cells (13). RORγT, a hallmark transcription factor that controls the production of IL-22, is highly expressed in Th17, γδ T cells, and type 3 innate lymphoid cells (15–18). IL-22 is an essential effector cytokine that regulates the intestinal epithelial response by signaling through its heterodimeric receptor, IL-22R, composed of IL-22R1 and IL-10Rβ. The IL-22 receptor complex then signals through phosphorylation of STAT3 (19). Members of the STAT family typically reside in the cytosol but are activated and translocated into the nucleus upon phosphorylation. IL-22R/STAT3 signaling promotes progression of the cell cycle, production of antiapoptotic factors, and increase in mitogenic factors (20). Notably, the level of phosphorylated STAT3 (p-STAT3) in colonic tissues of patients with IBD is higher when compared with that in healthy individuals, suggesting cytokines that signal through STAT3 may be of importance (21, 22). IL-22 plays a prominent role in restoring homeostasis through p-STAT3 by restoring the mucosal layer through epithelial cell regeneration; however, the exact mechanism of aberrant regeneration and increased p-STAT3 in patients with IBD requires further elucidation.

Several IBD models exist but are limited in their ability to capture the interaction among the intestinal epithelial barrier, immune response, and microbiota. Here, we characterized a mouse model with inducible deletion of Krüppel-like factor 5 (KLF5) from the intestinal epithelium, which we showed to accurately recapitulate the immune response and pathological features of IBD in patients.

KLF5 is a pro-proliferative zinc finger transcription factor with essential roles in morphogenesis, wound healing, and proliferation, among other critical biological processes (23–25). Previous work has also shed light on the crucial role of KLF5 in maintaining the intestinal stem cell populations in the intestinal epithelium (26). Intestinal stem cell signature genes, such as *Lgr5*, *Olfm4*, *Ascl2*, and *Smoc2*, were decreased upon *Klf5* deletion. Furthermore, we demonstrated an impact of *Klf5* deletion on distribution of intestinal epithelial cell lineages, notably a decrease in secretory lineages and an increase in enterocyte populations (27). In addition, absence of KLF5 from the intestinal epithelium attenuates epithelial barrier integrity by decreasing desmosome complex formation (24, 28). Importantly, heterozygous *Klf5*-KO mice are more susceptible to dextran sulfate sodium–induced (DSS-induced) colitis than WT mice (23). Consistently, WT mice have an increased level of KLF5 in the crypt epithelium upon DSS treatment, suggesting that KLF5 is important in guarding against DSS-induced colitis. Coupled with KLF5’s role in maintaining epithelial barrier integrity and stem cell function, mice with inducible intestinal epithelium–specific *Klf5* ablation can serve as a model for human IBD.

## Results

### KLF5 is reduced in the colon of patients with active colitis.

We first evaluated the role of KLF5 in the pathogenesis of human colitis by measuring its levels in patient samples. Meta-analysis of DNA microarray data from 2 independent National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) data sets showed significant decreases of *KLF5* mRNA levels in inflamed (affected) regions of UC samples when compared with either unaffected regions or healthy individuals (Figure 1A) (29). We then performed IHC staining of KLF5 on arrays containing patient tissues. Samples from healthy individuals and colon adenocarcinoma biopsies were used as controls, and both had high levels of KLF5 (Figure 1B). In comparison with healthy individual and colon adenocarcinoma samples, samples of patients with active UC had a substantial decrease in KLF5 level in colonic epithelial cells (Figure 1B); moderate colitis had decreased KLF5 expression compared with healthy individuals, but this reduction was more pronounced in areas of severe colitis than moderate colitis or healthy individuals (Figure 1C). The correlation between reduced KLF5 levels and colitis suggested that KLF5 may play a pathogenic role, prompting us to examine the mouse intestine after KLF5 ablation.

### Mice with intestinal epithelium–specific deletion of Klf5 develop colitis and have decreased survival.

*Villin-CreER^T2^ Klf5^fl/fl^* (*Klf5*^ΔIND^) and *Villin-CreER^T2^* (*Klf5^Ctrl^*) mice were injected with tamoxifen (TAM) or corn oil (CO) control for 5 consecutive days and followed up to 18 days. TAM-treated *Klf5*^ΔIND^ mice had significantly decreased survival and higher clinical scores when compared with TAM-treated *Klf5^Ctrl^* mice and their CO-treated counterparts (Figure 2, A and B, respectively). Of note, TAM-treated female *Klf5*^ΔIND^ mice had significantly higher mortality and higher clinical scores than TAM-treated male *Klf5*^ΔIND^ mice (Supplemental Figure 1, A and B, respectively; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.153488DS1).

In addition to higher mortality and clinical scores, the morphological changes in the colon of TAM-treated female *Klf5*^ΔIND^ mice exhibited inflammatory features, such as crypt distortion, crypt dilation, ulceration, and leukocyte infiltration in the lamina propria (Figure 2C). TAM-treated male *Klf5*^ΔIND^ mice had similar but milder morphological changes compared with TAM-treated female *Klf5*^ΔIND^ mice (Supplemental Figure 1C). Additionally, the histological score of TAM-treated *Klf5*^ΔIND^ mice was also significantly higher than TAM-treated *Klf5^Ctrl^* mice and their respective CO-treated counterparts (Figure 2D). Differences in histological score between TAM-treated *Klf5*^ΔIND^ males and females were again noted (Supplemental Figure 1D). Similar to the colon, morphological changes were also noted in the small intestine, specifically ileum, of TAM-treated *Klf5*^ΔIND^ mice of both sexes (Supplemental Figure 1E). Another feature unique to the small intestine during severe inflammation is villus blunting (highlighted in red square), which was only observed in TAM-treated *Klf5*^ΔIND^ female mice (Supplemental Figure 1E).

The absence of KLF5 from the colon of TAM-treated *Klf5*^ΔIND^ mice was confirmed by IHC staining, showing that deletion of *Klf5* from the colon of female *Klf5*^ΔIND^ mice (Figure 2, E and F) was more complete than that of male *Klf5*^ΔIND^ mice (Supplemental Figure 2A) and supporting the differences in phenotypical findings between the 2 sexes. We attributed these differences to a difference in recombination efficiencies between the sexes. This was confirmed by the significant decrease in the number of Klf5 transcripts in TAM-treated female *Klf5*^ΔIND^ mice as compared with TAM-treated male *Klf5*^ΔIND^ mice (Supplemental Figure 2B). Moreover, PCR analysis of the level of recombination of *LoxP* sites indicated more efficient recombination in TAM-treated female than male *Klf5*^ΔIND^ mice (Supplemental Figure 2, C and D). Given the more severe phenotype and resemblance to human colitis in TAM-treated female *Klf5*^ΔIND^ mice, they were selected for further studies.

### Genetic ablation of Klf5 leads to activation of global inflammatory pathways in the colon.

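Colon RNA from 4 CO-treated and 4 TAM-treated *Klf5* ΔIND mice was sequenced in bulk, so that epithelial, immune and stromal cells were measured together. In these mice a Cre recombinase activated by tamoxifen (TAM) is made from the *Villin* promoter in intestinal epithelial cells, where it removes the floxed *Klf5* alleles, and the corn oil (CO) vehicle leaves them in place. *Klf5*, the targeted transcription factor gene (chromosome 14, 99298691 to 99313405 in the annotation used for counting), had 360, 365, 383 and 344 CPM (counts scaled to a common depth) in CO-treated mice 1 to 4 and 183, 198, 95.5 and 200 CPM in TAM-treated mice 1 to 4. Its mean was 363 ± 16.1 CPM (SD, n = 4) after CO and 169 ± 49.6 CPM (SD, n = 4) after TAM, a log2 fold change of -1.10 (standard error 0.21, adjusted p = 0.0230 from edgeR's quasi-likelihood test). This call was lost without any of the CO-treated mice or without TAM-treated mouse 1 or 4 (highest adjusted p = 0.0885 from edgeR), and since the reads were counted over the whole gene and the paper's text does not name the deleted exons, the value does not measure the deleted part alone. The paper gives 5 daily injections, 1 mg of TAM per injection, mice of 8 to 12 weeks, and RNA-Seq 5 days after TAM treatment. The authors deposited unnormalized counts per gene. The submitters' processing notes name HISAT2, featureCounts, DESeq2 and the mm9 build, while the header of the count table names featureCounts 1.4.3-p1, counting on the reverse strand, and a GENCODE annotation whose coordinates are those of GRCm38. Total counts over genes ran from 79329725 to 84490499 per CO-treated mouse (median 82246934.5) and from 69155438 to 79593442 per TAM-treated mouse (median 75868560.5). Here, 20265 of the 45232 genes passed edgeR's filter on low counts at a minimum of 10 counts. They were scaled by TMM and tested with edgeR's quasi-likelihood test, and p-values were adjusted by the Benjamini-Hochberg method. CPM use TMM-scaled totals, and fold changes compare TAM with CO. The filter and the scaling could change these numbers, as could the share of each cell type in the tissue.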

We examined the gene expression profiles in the mouse colon after *Klf5* deletion using RNA-Seq. 

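Of 20265 genes tested, 842 changed between CO- and TAM-treated *Klf5* ΔIND mice at an adjusted p under 0.05 from edgeR. After TAM, 346 of them were higher and 496 were lower. In 839 of the 842 genes, the values of the 4 TAM-treated mice did not overlap those of the 4 CO-treated mice. Of all tested genes, 20.8% had no overlap between the groups, against 2.86% given by chance for 4 mice against 4. Over the 500 genes with the highest variance, the first principal component held 39.3% of the variance and the second 18.6%. On the first component, the CO-treated mice lay between -24.4 and -16.2 and the TAM-treated mice between 15.7 and 21.7. TAM-treated mouse 3 stood apart from the others of its group. Mitochondrially encoded transcripts took 7.47% of its counts, against at most 3.24% in the other TAM-treated mice, and its genes deviated from the group with an SD of 0.670 on the log2 scale, against 0.256 to 0.302. Without this mouse, edgeR called 3534 genes, 1733 higher and 1801 lower, and without TAM-treated mouse 2 it called 609. Without any 1 of the other 6 mice, it called 275 to 355 genes.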

The global transcriptomic landscape of TAM-treated *Klf5*^ΔIND^ mice was distinct from that of CO-treated *Klf5*^ΔIND^ mice based on principal component analysis and a hierarchically clustered heatmap (Figure 3, A and B, respectively). Highest-ranked genes after *Klf5* deletion belonged primarily to inflammatory pathways (Figure 3C). They included genes related to the inflammatory response (*Il17*, *Il22*, *Il6*, and *Ccl2*), intestinal translocation of bacteria (*Lcn2*, *Reg3b*, and *Reg3g*), and tissue regeneration and remodeling (*Mmp7*). 

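Among genes of at least 1 CPM on average, the largest rise after TAM was that of *Alb*, which encodes the serum protein albumin. It went from 0.631 ± 0.303 to 16.4 ± 4.43 CPM (SD, n = 4 mice per group), a 25.9-fold rise (adjusted p = 0.000310 from edgeR). *Tff2*, a trefoil factor of mucosal repair, rose 12.4-fold, and *Itgad*, an integrin subunit of leukocytes, rose 11.7-fold (adjusted p = 0.00923 and 0.00988 from edgeR). The other large rises were those of *Akr1c21* (an aldo-keto reductase), *Hfm1* (a DNA helicase of meiosis), *Epgn* (an EGF receptor ligand), *Reg1* (a regenerating family lectin) and *Apoc2* (an apolipoprotein), with log2 fold changes of 3.23 to 4.24, beside *Mmp7* and *Lcn2*. The largest falls included 3 neighboring genes of the gasdermin C family on chromosome 15, between 63824346 and 63912297. *Gsdmc4* went from 615 ± 150 to 54.7 ± 27.1 CPM, *Gsdmc2* from 208 ± 53.4 to 10.3 ± 4.76 CPM, and *Gsdmc3* from 72.6 ± 9.61 to 4.30 ± 1.27 CPM (adjusted p = 0.00149, 0.000772 and 0.000110 from edgeR). These copies are alike, so reads may be shared between them. *Cyp2w1*, a cytochrome P450 gene, and *Krt84*, a keratin gene, had the lowest log2 fold changes, at -5.51 and -5.22 (standard errors 0.40 and 0.38). *Slc6a20a* (an amino acid transporter), *Fabp6* (a bile acid-binding protein), *Celf5* (an RNA-binding protein), *Gal3st2c* (a sulfotransferase) and 9130204K15Rik fell with log2 fold changes of -3.51 to -2.88. Whichever mouse was left out, 9 of the 10 largest rises and 9 of the 10 largest falls passed the threshold. *Epgn* did not without any of the CO-treated mice or TAM-treated mouse 1 (highest adjusted p = 0.127 from edgeR) and had a log2 fold change of 2.32 in place of 3.82 without TAM-treated mouse 3, and *Gal3st2c* did not without CO-treated mouse 1 or 4 or TAM-treated mouse 1, 2 or 4 (highest adjusted p = 0.111). The log2 fold change of *Akr1c21* was 5.06 without CO-treated mouse 3, and that of *Cyp2w1* was -6.17 without TAM-treated mouse 3.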

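*Lcn2*, which encodes the antibacterial, iron-scavenging protein lipocalin 2, rose 8.85-fold after TAM, from 5.32 ± 0.904 to 47.1 ± 3.98 CPM (SD, n = 4 mice per group). This is a log2 fold change of 3.15 (standard error 0.14, adjusted p = 3.26e-05 from edgeR). *Mmp7*, a matrix metalloproteinase gene, rose 11.4-fold, from 7.61 ± 3.14 to 86.5 ± 48.6 CPM (adjusted p = 0.00350 from edgeR). *Reg3g*, which encodes a bactericidal lectin, rose 3.50-fold, from 707 ± 312 to 2479 ± 647 CPM (adjusted p = 0.0212 from edgeR). *Reg3b*, its neighboring paralog, with which it may share reads, was at 1592 ± 952 and 4414 ± 1353 CPM, a log2 fold change of 1.47 (standard error 0.50, adjusted p = 0.129). *Ccl2*, a chemokine gene that draws monocytes, was at 2.33 ± 0.514 CPM after CO and 4.03 ± 1.08 CPM after TAM (log2 fold change 0.79, standard error 0.24, adjusted p = 0.0951). The cytokine genes lay near the lower end of what this depth can measure. *Il17a* had 46 counts over the 4 CO-treated mice and 62 over the 4 TAM-treated mice (log2 fold change 0.46, standard error 0.42, adjusted p = 0.540). *Il22* had 63 and 253 counts, from 0 to 52 per CO-treated mouse and from 2 to 151 per TAM-treated mouse (log2 fold change 2.08, standard error 1.23, adjusted p = 0.345), and its log2 fold change was 4.10 without CO-treated mouse 1 and 1.14 without TAM-treated mouse 4. The log2 fold changes of *Il17f* and *Il6* were 0.70 and 0.78 (standard errors 0.54 and 0.44, adjusted p = 0.474 and 0.327). With DESeq2 in place of edgeR, *Ccl2* (adjusted p = 0.0224) and *Reg3b* (adjusted p = 0.0199) passed the threshold. *Reg3g* no longer passed without CO-treated mouse 2 or 3 or TAM-treated mouse 1 or 4 (highest adjusted p = 0.0765 from edgeR).

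**Figure D1:**
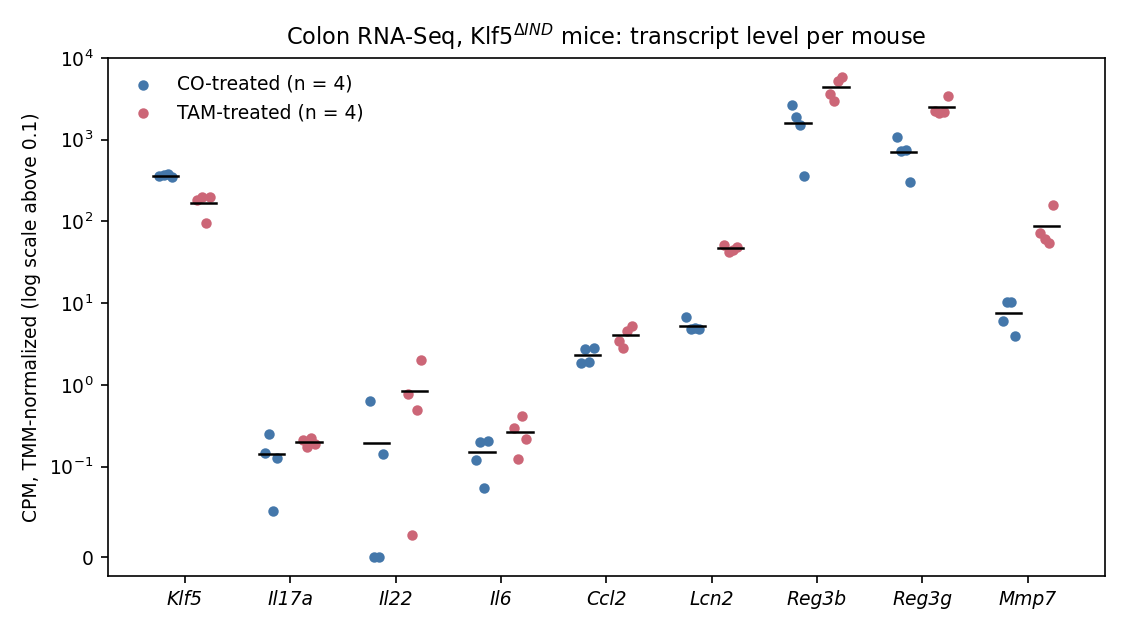
CPM of 9 genes in each CO-treated and TAM-treated *Klf5* ΔIND mouse, on an axis that is linear below 0.1 CPM and logarithmic above. Points are mice and bars are group means. For *Lcn2*, *Mmp7*, *Reg3g* and *Klf5* the groups do not overlap, while for *Il17a*, *Il22* and *Il6* they do.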

Their expression levels were verified by quantitative reverse transcription PCR (RT-qPCR) (Figure 3D). In contrast, their levels were similar between *Klf5^Ctrl^* mice treated with CO or TAM (Supplemental Figure 3A). Importantly, we eliminated the possibility of off-target effects from CO or TAM treatment after comparing *Klf5^Ctrl^* mice with *Klf5*^ΔIND^ mice with identical treatments (Supplemental Figure 3, B and C).

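Of 22 tested genes of inflammatory cytokines and chemokines, 3 rose in TAM-treated *Klf5* ΔIND mice and 19 did not pass edgeR's test over all genes, while 14 rose when adjusted over the list alone. The 3 genes were *Cxcl2*, a neutrophil-attracting chemokine, from 0.649 ± 0.183 to 1.68 ± 0.637 CPM (SD, n = 4 mice per group, adjusted p = 0.0480 from edgeR), *Osm*, an IL-6 family cytokine, 2.33-fold (adjusted p = 0.0448), and *Il33*, an alarmin of epithelial and stromal cells, 1.79-fold (adjusted p = 0.0480). Of 16 epithelial antimicrobial and host defense genes, 4 rose (7 rose and 1 fell when adjusted over the list alone). Beside *Lcn2* and *Reg3g* these were *Slpi*, an antimicrobial protease inhibitor, from 28.8 ± 4.52 to 111 ± 27.6 CPM (adjusted p = 0.00142 from edgeR), and the lysozyme gene *Lyz1*, 1.61-fold (adjusted p = 0.0295). Of 17 tissue remodeling genes, *Mmp7* and *Mmp10*, a further metalloproteinase gene, rose (also 2 when adjusted over the list alone), and of 24 interferon-induced genes, only *Ido1*, a tryptophan-degrading enzyme, rose over all genes and over the list alone, from 28.5 ± 13.8 to 112 ± 38.8 CPM (adjusted p = 0.0162 from edgeR). Set against all other genes by camera with a preset correlation of 0.01, the adjusted p was 2.28e-08 for the cytokine list, 1.38e-06 for the antimicrobial list, 0.0116 for tissue remodeling and 0.0569 for the interferon list. The adjusted p was 0.299, 0.0757, 0.419 and 0.694 with an estimated correlation. Of 39 lists in all, 26 passed camera with the preset correlation (18 higher and 8 lower after TAM), 0 passed with an estimated correlation, 19 passed with fry and 28 with fgsea. Camera with the preset correlation also passed 4 to 16 lists in splits with as many CO- as TAM-treated mice on each side. Markers of other cell types moved beside the lists named above. The mean log2 CPM of the neutrophil, macrophage and B or plasma cell markers was higher by 0.61, 0.22 and 0.53 after TAM (exact permutation p = 0.143, 0.0571 and 0.114, n = 4 mice per group), and that of the red blood cell markers by 1.37 (exact permutation p = 0.0286, the smallest that 4 mice against 4 allow). *Cxcl2* and *Il33* no longer passed edgeR without any of the CO-treated mice or TAM-treated mouse 1 or 4, *Osm* without CO-treated mouse 2, 3 or 4 or TAM-treated mouse 1, 2 or 4, *Mmp10* without CO-treated mouse 1, 3 or 4 or TAM-treated mouse 1 or 4, *Lyz1* without any mouse other than TAM-treated mouse 3, and *Ido1* without CO-treated mouse 2 or 3 (highest adjusted p = 0.137). Without CO-treated mouse 3 or TAM-treated mouse 1 or 4, the tissue remodeling list did not pass camera (highest adjusted p = 0.0595), and without CO-treated mouse 4 or TAM-treated mouse 2 the interferon list did (lowest adjusted p = 2.55e-05).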

Further analysis with gene set enrichment analysis (GSEA) and leading-edge analysis demonstrated that the highest-ranked pathways clustered and correlated with TAM-treated *Klf5*^ΔIND^ mice were associated with immune responses (Figure 3E) (30, 31). These pathways included activated T cell signaling, hallmark Th cell pathways, and DC maturation (Figure 3F). In contrast, pathways correlated with CO-treated *Klf5*^ΔIND^ mice CO were associated with metabolism and replication, such as oxidative phosphorylation, mitochondrial metabolism, and fatty acid catabolic process (Supplemental Figure 3D). 

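Of 11 tested genes of Th1 cells, 1 rose in TAM-treated *Klf5* ΔIND mice over all genes tested and 6 rose when adjusted over the list alone. *Il12rb2*, a subunit of the IL-12 receptor, went from 1.11 ± 0.119 to 2.70 ± 0.657 CPM (SD, n = 4 mice per group, adjusted p = 0.0113 from edgeR). Of 7 Th2 genes, 2 rose (3 when adjusted over the list alone): the chemokine receptor gene *Ccr4*, 3.45-fold (adjusted p = 0.0186 from edgeR), and *Il1rl1*, the receptor of IL-33, 2.39-fold (adjusted p = 0.0326). Of 22 genes of T cell receptor signaling and activation, 0 passed edgeR over all genes, 8 were higher and 0 lower at an unadjusted p under 0.05, 5 were higher by DESeq2, and 3 rose when adjusted over the list alone. The 3 were the costimulatory receptor genes *Tnfrsf9* and *Tnfrsf18* and the T cell receptor kinase gene *Lck*, the last at 5.73 ± 1.06 CPM after CO and 8.22 ± 0.302 CPM after TAM. Of 14 Th17 genes, 0 passed edgeR over all genes or over the list alone. At an unadjusted p under 0.05, 3 were higher and 1 was lower, and DESeq2 called 2 higher and 1 lower. Of 24 genes of DC maturation, 1 fell over all genes, and 4 rose and 1 fell when adjusted over the list alone. *Relb*, an NF-κB subunit, fell from 39.5 ± 4.36 to 24.9 ± 4.52 CPM (adjusted p = 0.0434 from edgeR), and *Il1b* and the costimulatory genes *Cd40* and *Cd86* were among the 4. Of 10 Treg genes, 0 passed edgeR over all genes, 3 were higher and 1 lower at an unadjusted p under 0.05, by DESeq2 and when adjusted over the list alone. By camera with the preset correlation, the adjusted p was 0.000327 for T cell activation, 0.000453 for Th1, 0.0105 for Th2, 0.0165 for DC maturation, 0.0618 for Th17 and 0.0825 for Treg. In that order, the adjusted p was 0.340, 0.162, 0.330, 0.320, 0.444 and 0.299 with an estimated correlation. The Th17 list passed camera with DESeq2 (adjusted p = 0.0368), with no filter on low counts (adjusted p = 0.0128), and without CO-treated mouse 1, 2 or 4 or TAM-treated mouse 2 (lowest adjusted p = 0.00716), and the Th2 list did not pass without TAM-treated mouse 4 (adjusted p = 0.0505). Without 1 mouse, edgeR's call was lost for *Ccr4* (CO-treated mouse 2, 3 or 4 or TAM-treated mouse 1), for *Il1rl1* (CO-treated mouse 1, 2 or 3 or TAM-treated mouse 1 or 4) and for *Relb* (any mouse other than TAM-treated mouse 3), with a highest adjusted p of 0.148, and without TAM-treated mouse 3 edgeR called 5 T cell activation genes, 3 Th1 genes, 5 DC maturation genes and 4 Treg genes higher. Their lists then had smaller mean log2 fold changes, at 0.32, 0.51, 0.33 and 0.26 in place of 0.41, 0.64, 0.38 and 0.29.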

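Of 26 tested genes of fatty acid breakdown, 3 fell in TAM-treated *Klf5* ΔIND mice and 23 did not pass edgeR's test over all genes, while 15 fell and 1 rose when adjusted over the list alone. *Echs1*, an enzyme of mitochondrial β-oxidation, went from 94.8 ± 3.50 to 63.4 ± 4.28 CPM (SD, n = 4 mice per group, adjusted p = 0.0120 from edgeR). *Acadm*, the medium-chain acyl-CoA dehydrogenase, fell 1.53-fold, and *Etfdh*, which passes electrons from β-oxidation to the respiratory chain, fell 1.45-fold (adjusted p = 0.0187 and 0.0179 from edgeR). Of 20 genes of the tricarboxylic acid cycle, *Idh3b*, a subunit of isocitrate dehydrogenase, fell 1.44-fold (adjusted p = 0.0209 from edgeR), and 4 fell when adjusted over the list alone. Of 75 genes of oxidative phosphorylation, 0 passed edgeR over all genes or over the list alone. At an unadjusted p under 0.05, 1 was higher and 15 were lower, and DESeq2 called 1 higher and 5 lower. Of 39 genes of DNA replication, 0 passed edgeR over all genes or over the list alone, 2 were higher and 1 lower at an unadjusted p under 0.05, and DESeq2 called 0. Of 21 genes of mitosis, 0 passed edgeR over all genes or over the list alone, 1 was lower at an unadjusted p under 0.05, and DESeq2 called 0. By camera with the preset correlation, the adjusted p was 4.01e-09 for fatty acid breakdown, 6.20e-05 for the tricarboxylic acid cycle, 0.0174 for oxidative phosphorylation, 0.785 for DNA replication and 0.231 for mitosis. The adjusted p was 0.299, 0.299, 0.609, 0.962 and 0.792 with an estimated correlation. By fgsea, which also compares genes with genes, the adjusted p was 7.35e-07, 0.000221, 0.000540, 0.770 and 0.136. TAM-treated mouse 3, with the highest share of mitochondrially encoded transcripts, weighed on these lists. Without it, 19 genes of fatty acid breakdown fell and 1 rose, 11 genes of the tricarboxylic acid cycle fell, and 19 genes of oxidative phosphorylation fell and 1 rose. More genes passed, yet the mean log2 fold change of fatty acid breakdown shrank to -0.38 from -0.54 when this mouse was left out. That of the tricarboxylic acid cycle shrank to -0.22 from -0.33, while that of oxidative phosphorylation went to -0.15 from -0.083. The oxidative phosphorylation list did not pass camera without CO-treated mouse 3 or TAM-treated mouse 1 or 4 (highest adjusted p = 0.149), and the mitosis list passed, lower after TAM, without CO-treated mouse 2 or 3 (adjusted p = 0.0147 and 0.0448). *Echs1* and *Acadm* no longer passed edgeR without CO-treated mouse 2 or 3 or TAM-treated mouse 1, *Idh3b* without those or CO-treated mouse 1 or TAM-treated mouse 4, and *Etfdh* without any CO-treated mouse or TAM-treated mouse 1 or 4 (highest adjusted p = 0.0946).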

Taken together, deletion of *Klf5* from the mouse colon resulted in a global transcriptomic shift toward strong inflammatory responses from Th cells.

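Averaged over the genes of each list, the mean log2 CPM of TAM-treated *Klf5* ΔIND mice was higher by 0.40 for T cell activation, by 0.59 for Th1 genes, by 0.65 for Th2 genes and by 0.28 for Treg genes. In each of these lists, every TAM-treated mouse lay above every CO-treated mouse (two-sided exact permutation p = 0.0286 for each, n = 4 mice per group). The mean was higher by 0.49 for Th17 genes, by 0.35 for DC maturation and by 0.84 for inflammatory cytokines and chemokines (exact permutation p = 0.0571 for each). The mean of the fatty acid breakdown list fell by 0.59 and that of the tricarboxylic acid cycle fell by 0.37 (exact permutation p = 0.0286 for both), that of oxidative phosphorylation differed by -0.11 (exact permutation p = 0.229), and that of DNA replication did not separate the groups (exact permutation p = 1). Within the other T helper lists, *Tbx21*, the Th1 transcription factor, had a log2 fold change of 0.21 (standard error 0.23) and *Gata3*, the Th2 transcription factor, 0.49 (standard error 0.21), both with an adjusted p above the threshold (0.631 and 0.203 from edgeR). The paper reasons from the separation of the groups in principal component analysis and clustering, and from the inflammatory genes ranked highest. It adds RT-qPCR of those genes and their similar levels in CO- and TAM-treated *Klf5 Ctrl* mice. It also uses the T cell, Th cell and DC pathways that GSEA placed with TAM-treated mice, against metabolic pathways placed with CO-treated mice. From these it concludes that the transcriptome of the colon shifts toward inflammatory responses of Th cells once *Klf5* is deleted.

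**Figure D2:**
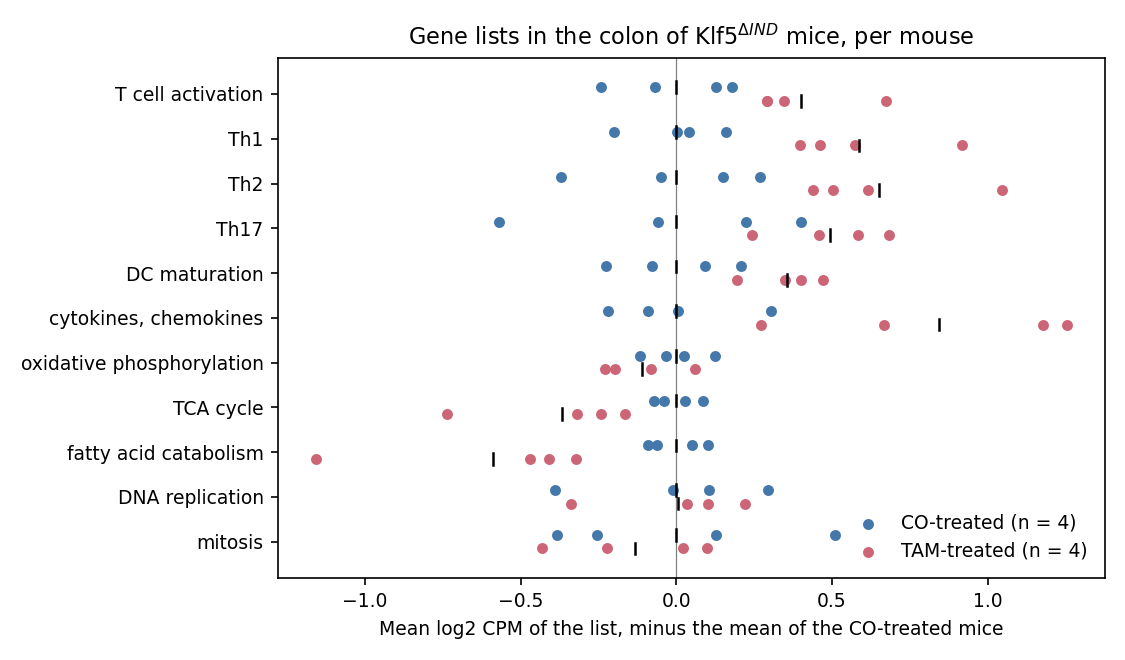
Mean log2 CPM over the genes of 11 lists in each *Klf5* ΔIND mouse, less the mean of the CO-treated mice. Points are mice and vertical ticks are group means. The T cell activation, Th1 and Th2 lists lie higher in every TAM-treated mouse than in any CO-treated mouse, and the fatty acid breakdown list lies lower.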

### Deletion of Klf5 results in a Th17-mediated immune response in the colon.

To identify the immune cells responsible for the global transcriptomic shift to an inflammatory state in the absence of *Klf5*, we performed flow analysis of pan-leukocyte populations from the lamina propria of CO- and TAM-treated *Klf5*^ΔIND^ mice (Supplemental Figure 4). There was a significant increase in the proportion of CD45^+^ cells in all acquired live cells from the colon of *Klf5*^ΔIND^ mice when compared with controls (Figure 4A). In addition, CD3^+^ T cells and conventional type 2 DCs (cDC2) were significantly increased (Figure 4A). By contrast, no other leukocyte subpopulations were significantly different between CO- and TAM-treated *Klf5*^ΔIND^ mice (Supplemental Figure 5, A–F). Finally, although there was not a significant difference in neutrophil populations between CO- and TAM-treated *Klf5*^ΔIND^ mice from flow analysis, we did note an increased presence of neutrophils in both the small intestine and colon of TAM-treated *Klf5*^ΔIND^ mice, particularly in areas containing crypt abscesses and cryptitis (Supplemental Figure 5J).

We then investigated the presence of Th cell transcriptional factors to distinguish among T cells: T-bet for Th1, GATA3 for Th2, and RORγT for Th17. A significant increase in Th17 cell population was observed in TAM-treated *Klf5*^ΔIND^ mice compared with TAM-treated *Klf5^Ctrl^* mice and CO-treated counterparts (Figure 4B). In contrast, there were no differences in the Th1 and Th2 cell population among all treatments and genotypes (Supplemental Figure 5, G and H, respectively). Additionally, we noted no difference in the type 3 innate lymphoid cell populations among the treatments and genotypes (Supplemental Figure 5I). To confirm the effect of *Klf5* deficiency in colonic epithelial cells on Th17 cell development, lymphocytes isolated from the colon were stimulated with PMA and ionomycin in the presence of brefeldin A, followed by measurement of IFN-γ, IL-17A, and IL-22 via intracellular cytokine staining. IL-17A and IL-22 are major effector cytokines, and IFN-γ is produced under exposure to specific pathogens. No difference was observed in IFN-γ–producing CD3^+^CD4^+^ cells between CO- and TAM-treated *Klf5*^ΔIND^ mice, which is consistent with the RT-qPCR and RNA-Seq data. By contrast, IL-17A and IL-22 were significantly increased in CD3^+^CD4^+^ cells from TAM-treated *Klf5*^ΔIND^ mice compared with those from CO-treated *Klf5*^ΔIND^ mice (Figure 4C). These results were further validated by ELISA and immunofluorescence (IF) staining of the affected tissues (Figure 4, D–I). 

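In the colon RNA-Seq, *Ifng*, the gene of the Th1 cytokine IFN-γ, was at 0.308 ± 0.101 CPM in CO-treated and 0.542 ± 0.391 CPM in TAM-treated *Klf5* ΔIND mice (SD, n = 4 mice per group). The log2 fold change was 0.81 (standard error 0.47, adjusted p = 0.334 from edgeR). The groups overlapped (two-sided exact permutation p = 0.286). *Ifng* lay at 0.273 to 0.410 CPM in TAM-treated mice 1, 2 and 4 and at 1.12 CPM in TAM-treated mouse 3, and without that mouse the log2 fold change was 0.20. *Tbx21*, which encodes the Th1 transcription factor T-bet, was at 0.956 ± 0.236 and 1.11 ± 0.211 CPM.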

Taken together, these results demonstrated that colitis in TAM-treated *Klf5*^ΔIND^ mice exhibited a strong Th17 phenotype that was associated with significant increases in IL-17A and IL-22 levels.

### Th-17–inducing factors are increased when Klf5 is deleted.

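Of 8 tested genes of factors that induce Th17 cells, 0 passed edgeR over all genes between CO- and TAM-treated *Klf5* ΔIND mice, 4 were higher at an unadjusted p under 0.05, DESeq2 called the same number higher, and 4 rose when adjusted over the list alone. *Il1b*, the gene of IL-1β, was at 3.91 ± 0.956 CPM after CO and 10.0 ± 5.43 CPM after TAM (SD, n = 4 mice per group), a log2 fold change of 1.36 (standard error 0.39, adjusted p = 0.0898 from edgeR). It passed the threshold with DESeq2 (adjusted p = 0.00770) and without TAM-treated mouse 2 (adjusted p = 0.0278 from edgeR). *Il23a*, which encodes the p19 subunit of IL-23, had 2 to 10 counts per mouse and 49 in all, too few to enter the test. Its mean was 0.0793 CPM after CO and 0.0774 CPM after TAM (two-sided exact permutation p = 0.914, n = 4 mice per group), so that a moderate difference was not detectable at this depth. Of the serum amyloid A genes, *Saa1* was at 508 ± 67.6 and 597 ± 110 CPM (log2 fold change 0.23, adjusted p = 0.427 from edgeR), and *Saa3* was at 11.4 ± 6.27 and 24.7 ± 9.21 CPM (log2 fold change 1.12, adjusted p = 0.139, and 0.0397 with DESeq2). *Saa2* had a log2 fold change of 0.45 (adjusted p = 0.306). These genes are alike and may share reads. By camera the list had an adjusted p of 0.00300 with the preset correlation, and an adjusted p = 0.299 with an estimated correlation. By fry its adjusted p was 0.0326. The mean log2 CPM of the list was higher by 0.84 after TAM, and every TAM-treated mouse lay above every CO-treated mouse (two-sided exact permutation p = 0.0286).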

Since Th17 cells play a prominent role in the inflammatory response of TAM-treated *Klf5*^ΔIND^ mice, we measured the levels of factors that induce Th17 cells, including IL-1β, IL-23, and serum amyloid A. RNA-Seq analysis 5 days after TAM treatment did not reveal any significant difference in transcript numbers between CO- and TAM-treated *Klf5*^ΔIND^ mice for the 3 Th17 cell inducers (Supplemental Figure 6, A–C). However, 1 day after TAM treatment, there was a significant increase in the relative protein level of IL-1β and IL-23, but not that of SAA, by cytokine array (Supplemental Figure 6, D–F). Over a 7-day period of treatment, there was a significant increase in the concentration of IL-23 on days 1 and 3, but not later days, in tissues from TAM-treated mice compared with CO-treated mice (Supplemental Figure 6G). These results demonstrated that the levels of at least 2 of the Th-17–inducing factors were elevated relatively early in the course of TAM-induced deletion of *Klf5*.

### Neutralization of IL-17A by antibody attenuates colitis in Klf5-deficient mice.

To understand the importance of Th17 effector cytokines in the pathogenesis of colitis, we administered anti–IL-17A (αIL-17A) neutralizing antibody or IgG1 control concurrently with CO or TAM for 5 consecutive days in *Klf5*^ΔIND^ mice. TAM-treated *Klf5*^ΔIND^ mice with IgG1 control had significant weight loss compared with CO-treated *Klf5*^ΔIND^ mice with IgG1 control (Figure 5A). In contrast, TAM-treated *Klf5*^ΔIND^ mice with αIL-17A neutralizing antibody did not lose weight compared to CO-treated *Klf5*^ΔIND^ mice with αIL-17A or IgG1 control (Figure 5A). Furthermore, only TAM-treated *Klf5*^ΔIND^ mice with IgG1 control had significantly increased clinical scores compared with the other groups (Figure 5B). Histologically, while TAM-treated *Klf5*^ΔIND^ mice with IgG1 control exhibited extensive morphological changes, such as crypt dilation, compared with CO-treated mice with either IgG1 control or αIL-17A, mice treated with TAM and αIL-17A had a more attenuated feature (Figure 5C). This was confirmed by histological scoring of the 4 groups of treatment combinations (Figure 5D). The finding that blocking IL-17A prevented development of colitis in TAM-treated *Klf5*^ΔIND^ mice implicates a causative role of IL-17A in the pathogenesis of colitis in these mice.

### Deletion of KLF5 results in aberrant cellular localization of p-STAT3 and defective STAT3 signaling.

Results in Figure 4C show that in addition to IL-17A, levels of another Th17 cytokine, IL-22, were elevated in TAM-treated *Klf5*^ΔIND^ mice. Given IL-22’s function in inducing mucin production and epithelial regeneration (32), we examined the impact on its downstream signaling in epithelial cells upon *Klf5* deletion. Immunocytochemical analysis revealed increased p-STAT3 staining in TAM-treated *Klf5*^ΔIND^ mice compared with CO-treated *Klf5*^ΔIND^ mice (Figure 6A and Supplemental Figure 7A). These results were confirmed by Western blotting, FACS, IHC, and IF staining (Figure 6, B and D–F). Quantification of p-STAT3 IHC staining confirmed an increased percentage of p-STAT3^+^ epithelial cells per crypt (Supplemental Figure 7B). Deletion of *Klf5* was also confirmed with Western blots (Figure 6, B and C). When *Klf5* was present, p-STAT3 staining was largely confined to the lamina propria (Figure 6F and Supplemental Figure 7A). In contrast, upon *Klf5* deletion, p-STAT3 stained both lamina propria and epithelial cells, although p-STAT3 staining appeared to be localized primarily to the cytosol of epithelial cells by both IHC and IF staining (Figure 6, A and F, blue and white arrows, respectively).

To better understand whether aberrant cellular localization of p-STAT3 was epithelial cell autonomous or not cell autonomous (e.g., immune cells acting differently because of an altered cytokine environment), we analyzed the RNA-Seq data set using the HOMER motif scanner to determine common binding sites among differentially expressed genes (33). First, we confirmed that KLF5-binding sites were enriched in CO-treated and not in TAM-treated *Klf5*^ΔIND^ mice (Figure 6G). Next, increased p-STAT3–binding sites in TAM-treated *Klf5*^ΔIND^ mice were observed in CD4^+^ lymphocytes but not in epithelial cells (Figure 6G). We also determined the effect of *Klf5* on expression of *Il22ra1* and *Il22ra2*. By RNA-Seq and quantitative PCR, neither had any significant differences between CO-treated and TAM-treated *Klf5*^ΔIND^ mice (Supplemental Figure 7, C and D). These results suggest the aberrant cellular localization of p-STAT3 in the absence of KLF5 occurred in an epithelial cell–autonomous fashion.

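*Il22ra1*, which encodes the signaling chain of the IL-22 receptor on epithelial cells, was at 39.0 ± 3.72 CPM in CO-treated and 28.1 ± 5.28 CPM in TAM-treated *Klf5* ΔIND mice (SD, n = 4 mice per group). The log2 fold change was -0.47 (standard error 0.15, adjusted p = 0.113 from edgeR), although every TAM-treated mouse lay below every CO-treated mouse (two-sided exact permutation p = 0.0286). *Il22ra2*, which encodes the soluble IL-22 binding protein, was at 3.96 ± 1.06 and 4.63 ± 0.725 CPM (log2 fold change 0.23, standard error 0.22, adjusted p = 0.566). *Il10rb*, the receptor chain shared with the IL-10 receptor, was at 43.9 ± 2.58 and 36.1 ± 4.21 CPM (log2 fold change -0.28, adjusted p = 0.179). Without TAM-treated mouse 3, *Il22ra1* passed the threshold (adjusted p = 0.0330 from edgeR).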

To further verify mislocalization of p-STAT3, a human adenocarcinoma colon cancer cell line, Caco-2BBE, with doxycycline-inducible (DOX-inducible) nonsilencing shRNA (C2BBE^Ctrl^) or DOX-inducible knockdown of *KLF5* (C2BBE^ΔIND^) was utilized (24). Caco-2BBE cells were treated with recombinant IL-22 (rIL-22) to examine the response of intestinal epithelial cells to IL-22. The results showed that IL-22 needed to be present in order to induce phosphorylation of STAT3 (Figure 7, A–C). Additionally, the level of p-STAT3 in response to IL-22 was lower in DOX-treated C2BBE^ΔIND^ than DMSO-treated C2BBE^ΔIND^ cells (Figure 7C). We then measured p-STAT3 levels in the nuclear and cytoplasmic fractions of PBS- and rIL-22–treated cells. Results in Figure 7D showed that while p-STAT3 exclusively resided in the nuclear fraction of cells with intact KLF5 after IL-22 treatment (Figure 7D; DMSO- and DOX-treated C2BBE^Ctrl^ and DMSO-treated C2BBE^ΔIND^), it was mostly present in the cytosolic fraction of cells in the absence of KLF5 after IL-22 treatment (Figure 7D; DOX-treated C2BBE^ΔIND^). The results of Western blots are quantified in Figure 7, E–H. The cytoplasmic localization of p-STAT3 in the absence of KLF5 after IL-22 stimulation was confirmed by IF staining (Figure 7I). These results indicate that KLF5 was necessary for IL-22–induced nuclear localization of p-STAT3.

Because we observed the mislocalization of p-STAT3 upon IL-22 stimulation in the absence of KLF5, we further investigated whether aberrant localization of p-STAT3 is exclusive to IL-22 signaling. IL-6 is a well-established activator of p-STAT3 through GP-130 and IL-6Rα. We administered recombinant IL-6 to C2BBE^ΔIND^ cells treated with DOX or DMSO and observed robust p-STAT3 nuclear localization in DMSO-treated C2BBE^ΔIND^ cells in response to IL-6 stimulation (Supplemental Figure 8; third column). On the contrary, p-STAT3 was largely localized to the cytoplasm of C2BBE^ΔIND^ cells treated with DOX and IL-6 (Supplemental Figure 8; fourth column). Taken together, these findings suggest that KLF5 has a ubiquitous role in modulating nuclear localization of p-STAT3 in response to different effectors.

To determine whether there is a physical interaction between KLF5 and p-STAT3, we performed co-IP experiments with KLF5 and p-STAT3 in C2BBE^Ctrl^ cells after rIL-22 stimulation. As shown in the left panel of Figure 7J, KLF5 was coprecipitated by a p-STAT3 antibody and vice versa. Moreover, p-STAT3 was coprecipitated by an HA antibody in HEK293T cells transfected with HA-tagged KLF5 followed by IL-22 treatment (Figure 7J). These results indicate that KLF5 assists in IL-22–induced nuclear localization of p-STAT3 by physically interacting with p-STAT3.

Finally, to understand the impact of aberrant p-STAT3 localization on IL-22 signaling due to KLF5 deletion, we measured the transcript numbers, by RNA-Seq, of known downstream targets of *Il22*, including *S100a8/9*, *Defb2*, and *Socs3*, in the colon of mice with or without *Klf5*. 

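In the colon RNA-Seq, *S100a8* and *S100a9*, whose products form the antimicrobial protein calprotectin, overlapped between CO- and TAM-treated *Klf5* ΔIND mice, *S100a8* being at 2.62 ± 1.32 and 6.52 ± 3.87 CPM (SD, n = 4 mice per group). Their log2 fold changes were 1.31 and 1.04 (standard errors 0.51 and 0.62, adjusted p = 0.172 and 0.347 from edgeR), and that of *S100a9* was 0.43 without TAM-treated mouse 4 and 1.38 without CO-treated mouse 4. *Socs3*, a feedback inhibitor of STAT3 signaling, was at 30.2 ± 12.7 and 29.1 ± 6.89 CPM (log2 fold change -0.05, standard error 0.27, adjusted p = 0.925). *Defb2* and *Defb4*, which encode β-defensins, had 0 counts in every mouse, where 3 counts would be 0.0355 to 0.0434 CPM. Of 18 tested genes listed as IL-22 and STAT3 targets, 2 rose over all genes, *Lcn2* and *Reg3g*, and 3 rose when adjusted over the list alone. By camera the list had an adjusted p of 9.83e-05 with the preset correlation, and an adjusted p = 0.162 with an estimated correlation. By fry its adjusted p was 0.0168. Of its 18 genes, 11 had a higher and 7 a lower mean after TAM. The mean log2 CPM of the list was higher by 0.62, and every TAM-treated mouse lay above every CO-treated mouse (two-sided exact permutation p = 0.0286). *Stat3* itself was at 187 ± 9.44 and 164 ± 57.2 CPM (log2 fold change -0.19, adjusted p = 0.689 from edgeR), with 78.1 CPM in TAM-treated mouse 3.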

As shown in Supplemental Figure 7E, transcript numbers for each target were not significantly different between CO- and TAM-treated *Klf5*^ΔIND^ mice. These results confirmed that IL-22 signaling was defective in intestinal epithelial cells devoid of *Klf5*.

### Aberrant p-STAT3 localization in patients with UC.

After observing aberrant p-STAT3 staining in colonic epithelial cells of TAM-treated *Klf5*^ΔIND^ mice and DOX-treated C2BBE^ΔIND^ cells after IL-22 stimulation, we next investigated whether such a phenomenon is present in patients with colitis. IHC analysis of p-STAT3 showed negligible staining in normal healthy tissue and strong nuclear staining in the colon adenocarcinoma specimen (Supplemental Figure 9). In comparison, UC tissue had increased p-STAT3 staining compared with normal tissue but was diffusely present throughout the cells (Supplemental Figure 9). Combined with the observation that KLF5 was lower in active UC (Figure 1), results of these experiments implicate a role for KLF5 in modulating p-STAT3 signaling in human colitis as well.

### Deletion of KLF5 negates IL-22–induced proliferation.

As epithelial cell proliferation is an integral part of tissue regeneration after injury, we investigated the effects of *KLF5* deletion on IL-22–induced proliferative response. Cell cycling analysis showed that although rIL-22 significantly increased the proportion of cells in the S-phase of DMSO- or DOX-treated C2BBE^Ctrl^ cells or DMSO-treated C2BBE^ΔIND^ cells, it failed to do so when in DOX-treated KLF5^ΔIND^ cells (Figure 8, A and B). These results were confirmed by staining the cells for EdU and Ki67 (Figure 8, C and D). The aberrant signaling from IL-22 to p-STAT3 in the absence of KLF5 likely contributed to the absence of IL-22–stimulated proliferation in these cells. The lack of EdU incorporation in the intestinal epithelium in vivo was also observed in TAM-treated *Klf5*^ΔIND^ mice compared with TAM-treated *Klf5^Ctrl^* mice and CO-treated *Klf5^Ctrl^* or *Klf5*^ΔIND^ mice (Figure 8E).

### Deletion of Klf5 from colonoid culture results in reduced survival.

To understand the effects of *Klf5* deletion on intestinal epithelial differentiation, we performed ex vivo expansion of colonoids. Colonoids from *Klf5^Ctrl^* and *Klf5*^ΔIND^ mice were treated with 4-OHT, the metabolically active form of TAM, or PBS for 5 consecutive days. We confirmed that 4-OHT–treated *Klf5*^ΔIND^ colonoids resulted in decreased KLF5 expression compared with PBS-treated *Klf5*^ΔIND^ colonoids (Supplemental Figure 10, A and B). When *Klf5*^ΔIND^ colonoids were treated with 4-OHT, they had less budding compared with controls (Supplemental Figure 10, C and D). These findings showed that *Klf5* is essential for the maintenance of epithelial differentiation and expansion.

### IL-22 treatment of Klf5-deleted colonoids does not increase maintenance of budding and survival.

We observed perturbation of IL-22 signaling when *Klf5* was knocked down in C2BBE cells. To confirm these findings, we subjected colonoid cultures from *Klf5*^ΔIND^ mice treated with PBS or 4-OHT to stimulation with PBS or IL-22. The amount of budding and the size of colonoids were increased when *Klf5* was present from day 1 to day 5 of treatment (Supplemental Figure 11A, left 2 columns, and Supplemental Figure 11B). However, when *Klf5* was deleted, there was a decrease in budding colonoids regardless of whether the cells were treated with PBS or IL-22 (Supplemental Figure 11A, right 2 columns, and Supplemental Figure 11B). Altogether, the presence or absence of *Klf5* influenced the survival of colonoid cultures given that we observed decreased cellular proliferation when KLF5 was absent in C2BBE.

### Deletion of Klf5 results in altered microbial populations in the colon.

To investigate the effects of *Klf5* deletion on the luminal microbiota, we performed 16s rRNA-Seq. 

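Bacterial 16S rRNA genes were sequenced from feces of 25 mice, 5 in each of 5 groups. The groups were CO- and TAM-treated *Klf5* ΔIND mice, CO- and TAM-treated *Klf5 Ctrl* mice, which carry the recombinase but no floxed *Klf5*, and untreated mice labelled with the floxed genotype. The labels call the control genotype wild type, and they name feces where the paper's methods describe fecal matter from the ileum of 8-week-old female mice. The paper names Nephele, bioBakery, MetaPhlAn2 and LEfSe for this assay. The authors deposited counts of operational taxonomic units (OTUs, clusters of like 16S sequences) with their taxonomy. They also deposited counts per phylum, class, order, family and genus. These hold 796 OTUs, 64 genera and 28 orders. Total counts ran from 42234 to 54004 in CO-treated *Klf5* ΔIND mice (median 45937), from 40397 to 53498 in TAM-treated *Klf5* ΔIND mice (median 45666), from 39258 to 54971 in CO-treated *Klf5 Ctrl* mice (median 43476), from 39490 to 56153 in TAM-treated *Klf5 Ctrl* mice (median 51259) and from 40436 to 52803 in untreated mice (median 48403). Here, the deposited counts per genus and per order were used. The 40 genera and 17 orders with at least 10 counts in at least 5 mice were tested with edgeR's quasi-likelihood test, in a fit over all 25 mice. The Shannon index used natural logarithms, and shares of taxa were compared by two-sided exact permutation tests, whose smallest p for 5 mice against 5 is 0.00794. A single OTU assigned to no domain of life held 30.0% of the counts of TAM-treated *Klf5* ΔIND mouse 1 and 22.9% of those of CO-treated *Klf5 Ctrl* mouse 3. It was left out of the shares of named taxa and of counts per genus and order. The Shannon index, the Bray-Curtis distances and the principal components of OTU shares kept it.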

Samples were collected 1 day after the last injection of CO or TAM. 

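The Shannon index, which rises with the number of OTUs and the evenness of their counts, was 2.95 ± 0.74 in TAM-treated and 2.37 ± 0.22 in CO-treated *Klf5* ΔIND mice (SD, n = 5 mice per group). The difference of 0.580 did not pass the two-sided exact permutation test (p = 0.127, adjusted p = 0.286 over the 10 pairs of groups). TAM-treated *Klf5 Ctrl* mice had an index of 2.94 ± 0.33 (exact permutation p = 0.984 against TAM-treated *Klf5* ΔIND mice), CO-treated *Klf5 Ctrl* mice 3.28 ± 0.32, and untreated mice 3.11 ± 0.45. The lowest group was CO-treated *Klf5* ΔIND mice. Their index was below that of CO-treated *Klf5 Ctrl* mice (exact permutation p = 0.00794), TAM-treated *Klf5 Ctrl* mice (p = 0.0159) and untreated mice (p = 0.0159), each with an adjusted p of 0.0529. Without TAM-treated *Klf5* ΔIND mouse 2, the difference between TAM- and CO-treated *Klf5* ΔIND mice was 0.853 (exact permutation p = 0.00794), and without TAM-treated *Klf5* ΔIND mouse 4 it was 0.346 (p = 0.270).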

There were no changes in α diversity in the initial analysis using the Shannon index when the microbiota from Klf5-deleted mice was compared with that of control mice (Figure 9A). However, with principal component analysis, clusters were separated between CO and TAM treatment in *Klf5*^ΔIND^ mice, indicating changes in count number (Figure 9B). 

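In principal components of log shares of OTUs over all 25 mice, the first component held 23.0% of the variance and the second 14.3%. TAM-treated *Klf5* ΔIND mice spread widely on both, from -25.2 to 31.8 on the first component, while CO-treated *Klf5* ΔIND mice lay between -12.9 and -3.22. The group means did not differ by more than this spread on the first component (two-sided exact permutation p = 0.627, n = 5 mice per group) or on the second (p = 0.413). By Bray-Curtis distances of OTU shares, treatment accounted for 9.78% of the variation between TAM- and CO-treated *Klf5* ΔIND mice (exact permutation p = 0.563; 17.0% and p = 0.159 without TAM-treated mouse 2), and the smallest adjusted p over the 10 pairs of groups was 0.278. The mean distance between TAM-treated *Klf5* ΔIND mice was 0.645, against 0.512 among CO-treated *Klf5* ΔIND mice and 0.578 between the groups.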

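Between TAM- and CO-treated *Klf5* ΔIND mice, *Clostridiales*, an order of mostly anaerobic gut bacteria within *Firmicutes*, had a log2 fold change of 2.29 (1.64 without TAM-treated mouse 1 or 4), and *Desulfovibrionales*, which reduce sulfate, had 3.00. *Spirochaetales* had -2.84, and -0.74 without CO-treated mouse 4. With an unclassified order of *Deltaproteobacteria*, which was also higher, these were the 4 of 17 orders at an unadjusted p under 0.05 from edgeR. After adjustment 0 orders passed (smallest adjusted p = 0.142), DESeq2 called 0, and an exact rank-sum test of shares gave 1 at an unadjusted p under 0.05. Of 40 genera, 1 fell after TAM. *Rikenella*, a genus of *Bacteroidetes*, had 140 counts over the 5 CO-treated mice, 103 of them in mouse 5, and 2 counts over the 5 TAM-treated mice, both in mouse 1 (ratio 69.0, 95% interval 18.7 to 575 for counting error only, adjusted p = 0.0293 from edgeR). *Parabacteroides*, *Bacteroides* and *Clostridium* cluster XlVa were among the 12 genera at an unadjusted p under 0.05, with log2 fold changes of 3.15, 2.33 and 2.52. Of these 12, 8 were higher and 4 lower. DESeq2 called 4 genera higher and 2 lower, and the rank-sum test gave 3 higher and 1 lower at an unadjusted p under 0.05. Without TAM-treated mouse 2 or 5, edgeR called 1 order. Without CO-treated mouse 5 or TAM-treated mouse 3 or 4 it called 0 genera, as it did with only the compared groups in the fit and, in an alternative chosen after seeing the data, with the OTU of no domain kept, and without TAM-treated mouse 2 it called 1 genus higher and 2 lower. *Rikenella* itself also did not pass without TAM-treated mouse 5 (adjusted p = 0.0633 from edgeR), where the 1 genus called was higher.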

Linear discriminant analysis (LDA) showed significant phylogenetic order shifts between TAM- and CO-treated *Klf5*^ΔIND^ mice (Figure 9C and Supplemental Figure 12). Similar results were noted by comparing TAM treatment between *Klf5^Ctrl^* and *Klf5*^ΔIND^ mice (Supplemental Figure 13, A and B). 

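Between TAM-treated *Klf5* ΔIND and TAM-treated *Klf5 Ctrl* mice, 1 of 40 genera changed. *Bacteroides*, a genus of anaerobes that break down polysaccharides in the gut, took 13.7% ± 14.8 of the counts in TAM-treated *Klf5* ΔIND mice and 1.78% ± 0.83 in TAM-treated *Klf5 Ctrl* mice (SD, n = 5 mice per group), a log2 fold change of 3.26 (standard error 0.87, adjusted p = 0.0350 from edgeR). The share was higher in every TAM-treated *Klf5* ΔIND mouse than in any TAM-treated *Klf5 Ctrl* mouse (two-sided exact permutation p = 0.00794, adjusted p = 0.0635 over the named taxa). TAM-treated *Klf5* ΔIND mouse 3 had the highest share, at 39.8%. Without it, the log2 fold change was 1.98 and the difference in share 5.36 in place of 11.9 percentage points, and without TAM-treated *Klf5* ΔIND mouse 5 the log2 fold change was 3.88. At an unadjusted p under 0.05, 3 genera were higher and 5 were lower, among them *Lactobacillus* with a log2 fold change of 2.10 and *Prevotella* with -1.44. DESeq2 called 3 genera, and the rank-sum test gave 5 at an unadjusted p under 0.05. Without TAM-treated *Klf5* ΔIND mouse 3, or without TAM-treated *Klf5 Ctrl* mouse 1, 2, 3 or 4, edgeR called 0 genera, as it did with only the compared groups in the fit (adjusted p = 0.0866 for *Bacteroides*).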

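Between CO-treated *Klf5* ΔIND and CO-treated *Klf5 Ctrl* mice, 1 of 40 genera changed, an unclassified genus of *Coriobacteriaceae* (log2 fold change -3.05, standard error 0.77, adjusted p = 0.0199 from edgeR, n = 5 mice per group). At an unadjusted p under 0.05 there were 12 genera, 11 of them lower in CO-treated *Klf5* ΔIND mice, and DESeq2 called 3. Between TAM- and CO-treated *Klf5 Ctrl* mice, edgeR called 0 genera (smallest adjusted p = 0.533), 2 were lower at an unadjusted p under 0.05, and DESeq2 called 2. Between untreated and CO-treated *Klf5* ΔIND mice, 6 genera changed. *Parabacteroides* and *Clostridium* cluster XlVa were higher in untreated mice (12.8-fold and 7.46-fold, adjusted p = 0.0363 for both from edgeR), and *Lactobacillus*, lactic acid-producing bacteria, *Clostridium* cluster XVIII and *Brachyspira* were lower (log2 fold changes -2.85, -4.31 and -4.35). *Rikenella* had 0 counts in untreated mice and was at least 46.3-fold lower there, with 3 counts over the group as the floor. Counting error alone puts the lower 95% limit of this ratio at 37.2, and without CO-treated *Klf5* ΔIND mouse 5 the bound was 15.8-fold. DESeq2 called 12 genera in that comparison, and 13 lay at an unadjusted p under 0.05. Without CO-treated *Klf5* ΔIND mouse 3 or 4 or untreated mouse 4 or 5, edgeR called 2 genera there, without untreated mouse 2 it called 10, and with only the compared groups in the fit 1. Of the 6 genera, *Rikenella* and *Clostridium* cluster XVIII passed whichever mouse was left out, the latter with log2 fold changes of -5.24 without untreated mouse 2 and -3.71 without CO-treated *Klf5* ΔIND mouse 5. The call was lost for *Lactobacillus* without CO-treated *Klf5* ΔIND mouse 3 or 4 or untreated mouse 1, 3, 4 or 5 (highest adjusted p = 0.214), for *Parabacteroides* without CO-treated *Klf5* ΔIND mouse 1, 2, 3 or 4 or untreated mouse 4 or 5 (0.0848), for *Clostridium* cluster XlVa without those or untreated mouse 1, and for *Brachyspira* without CO-treated *Klf5* ΔIND mouse 3 or 4 or untreated mouse 3, 4 or 5 (0.346, all from edgeR). Without CO-treated *Klf5* ΔIND mouse 4 the log2 fold changes of *Lactobacillus* and *Brachyspira* were -1.74 and -2.04, without untreated mouse 2 that of *Brachyspira* was -4.99, without CO-treated *Klf5* ΔIND mouse 5 that of *Parabacteroides* was 4.64, and without untreated mouse 1 that of *Clostridium* cluster XlVa was 2.07. Between the CO-treated groups, edgeR called 0 genera without CO-treated *Klf5* ΔIND mouse 1, 2, 3 or 4 or CO-treated *Klf5 Ctrl* mouse 3 or 5, with no filter on low counts or with the OTU of no domain kept, and 7 without CO-treated *Klf5 Ctrl* mouse 4. The log2 fold change of the *Coriobacteriaceae* genus was -1.52 without CO-treated *Klf5 Ctrl* mouse 3 and -2.44 without mouse 5 of that group. With only the compared groups in the fit, the *Coriobacteriaceae* genus did not pass (adjusted p = 0.112 from edgeR) and 1 other genus was called higher.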

Other permutations of comparison were performed to determine whether bulk changes in microbiota were exclusive to *Klf5* deletion, and there were minute differences between control mice (Supplemental Figure 13, C–F). 

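Whether the effect of TAM differed between genotypes was tested as the TAM-to-CO change in *Klf5* ΔIND mice against that in *Klf5 Ctrl* mice. Of 40 genera, edgeR called 0 (smallest adjusted p = 0.114), 7 were higher and 3 lower at an unadjusted p under 0.05, and DESeq2 called 1. Among the genera of smallest p, chosen after their values were seen, were *Bilophila*, which grows on bile-derived sulfite compounds, at 5.35 on the log2 scale (standard error 2.03), *Desulfovibrio* at 4.21 (standard error 1.51) and *Clostridium* cluster XlVa at 3.92 (standard error 1.24), each with an adjusted p = 0.114 from edgeR. *Bacteroides* had a difference of 2.35 (standard error 1.15, adjusted p = 0.148 from edgeR). With the OTU of no domain kept, edgeR called 1 genus, and without TAM-treated *Klf5 Ctrl* mouse 1 it called 5. From the clusters of Figure 9B and the order shifts of Figure 9C and Supplemental Figures 12 and 13, the paper proposes a part for microbial populations in the inflammation that follows *Klf5* deletion. It adds quantitative PCR, with more segmented filamentous bacteria and *Bacteroides* after TAM. It also reports that antibiotics relieved the colitis and the Th17 response. Neither of these experiments was re-analysed here.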

Taken together, there were abundant changes in the microbiota composition in the absence of *Klf5*, suggesting that certain microbial populations may drive the inflammatory response as a consequence of *Klf5* deletion.

Segmented filamentous bacteria (SFB) and *Bacteroides* (BAT) are both essential microbes to maintain gut homeostasis. During colitis, though, SFB and BAT may contribute as pathobionts for Th17 cells. We performed quantitative PCR of the 16s rRNA sequence of SFB and BAT and observed a significant increase in transcript numbers for SFB and BAT in TAM-treated *Klf5*^ΔIND^ mice compared with CO-treated *Klf5*^ΔIND^ mice (Supplemental Figure 14, A and B). These results suggest that SFB, BAT, or both may play a role in the development of colitis after *Klf5* has been deleted.

### Antibiotic treatment abrogates Klf5 deletion–induced colitis.

Thus far, our data suggest that *Klf5* deletion from the intestinal epithelium leads to an inflammatory response and potentiates the development of colitis. Given that our previous work showed that deletion of *Klf5* is associated with reduced epithelial barrier integrity (24), we hypothesized that this compromised epithelial barrier with subsequent alteration of microbial flora is responsible for the inflammatory phenotype. Indeed, TAM-treated *Klf5*^ΔIND^ mice that were treated with an antibiotic cocktail had no significant weight reduction compared with CO-treated *Klf5*^ΔIND^ mice, which contrasts with the significant weight loss seen in TAM-treated *Klf5*^ΔIND^ mice given water only (Figure 10A and Supplemental Figure 15A). CO-treated *Klf5*^ΔIND^ mice given either water or the antibiotic cocktail also maintained their weights (Figure 10A and Supplemental Figure 15A). Consistent with the finding on weight loss, quantitative comparisons of clinical and histological scores demonstrated that antibiotic cocktail treatment rescued the colitis phenotype based on both phenotypic and morphological criteria (Figure 10, B–D). *Klf5* levels in the colon were reduced in both water- and antibiotic-treated *Klf5*^ΔIND^ mice given TAM as compared with those given CO (Supplemental Figure 15B).

We performed flow cytometry analysis to investigate whether the Th17 response continued in the absence of the luminal microbiota. When given water, TAM-treated *Klf5*^ΔIND^ mice had a significantly elevated Th17 response (Figure 10E), along with elevated IL-17A and IL-22 levels (Figure 10, F and G, respectively) compared with CO-treated mice. In contrast, these increases were ameliorated after administration of the antibiotic cocktail to TAM-treated *Klf5*^ΔIND^ mice (Figure 10, E–G). In addition, antibiotic cocktail treatment in TAM-treated *Klf5*^ΔIND^ mice exhibited negligible accumulation of p-STAT3 in the epithelial cells compared with mice given water alone (Figure 10H). Collectively, these results showed that colitis resulting from the absence of epithelial KLF5 was rescued by antibiotic treatment, suggesting that intestinal microbiota played a vital role in mediating the colitis phenotype in these mice.

## Discussion

We previously established a role of KLF5 in maintaining the integrity of the intestinal epithelial barrier function (24, 34). In this study, we delineated the functional and pathological consequences of *Klf5* deletion from the intestinal epithelium — specifically, the changes in immune profiles, inflammatory environment, and microbiota in the colon of mutant mice. The substantial changes in the colon of TAM-treated *Klf5*^ΔIND^ mice, such as crypt distortion and leukocyte infiltration, are highly reminiscent of those observed in human colitis (35). Phenotypically, *Klf5* deletion in the mouse model also recapitulated some clinical findings typical of human diseases, such as blood in the stool and weight loss. As shown from patient specimens, *KLF5* expression exhibited a dose-dependent relationship with disease severity in some patients with IBD (Figure 1).

Our study showed that TAM-treated *Klf5*^ΔIND^ female mice were more susceptible to the development of colitis with higher mortality than male mice. Previous studies have also observed sex-based differences in promoter-driven CreER^T2^, as in the AdipoqCre-ER^T2^ × tdTomato (TDTO) mouse model developed by Lindhorst et al. (36). In their model, administration of TAM results in the activation of TDTO in adipocyte cells, and similar to the current *Klf5*^ΔIND^ mouse model, Lindhorst et al. used a 5-day TAM treatment course. Importantly, they observed increased numbers of adipocytes expressing TDTO in female mice compared with male mice upon TAM treatment (36).

Colonoid cultures from *Klf5*^ΔIND^ mice in our study have shown that *Klf5* is essential in maintaining crypt renewal and expansion. When *Klf5* was deleted, we observed a substantial reduction in the percentage of colonoids that were budding. We attribute this reduced colonoid maintenance to *Klf5*’s role in regulating intestinal stem cell renewal. It was previously documented that *Klf5* deletion reduces intestinal stem cell signature genes, *Lgr5*, *Olfm4*, *Ascl2*, and *Smoc2* (27).

TAM-treated *Klf5*^ΔIND^ mice exhibited a Th17 immune response accompanied by increased production of IL-17A, IL-22, and IL-6 (Figures 3 and 4). This is also similar to the strong correlation between the Th17 response and a subset of patients with IBD (37). Newer therapies in IBD target essential inflammatory cytokines for Th17 cell signaling and maturation; for instance, tocilizumab is a mAb directed against IL-6 (38). IL-6 is an important inflammatory marker that helps the development of Th17 cells (39). Other therapies have also been developed to target hallmark effector cytokines of Th17 to reduce the colonic tissue’s inflammatory response. We have demonstrated the importance of Th17’s effector cytokines in the pathogenesis of colitis by the administration of neutralizing IL-17A to the mutant mice, which resulted in improved intestinal morphology and clinical scores. However, clinical trials with αIL-17A agents in patients with IBD paradoxically induced fulminant IBD (14). We hypothesize the difference in response is due to the *Klf5*^ΔIND^ mouse model representing acute colitis, whereas the patients receiving αIL-17A treatment were experiencing chronic colitis. The discrepancy in response to blocking IL-17A has also been explained by Park et al., who have shown that *Il-17a^–/–^* T cell transfer and αIL-17A treatment can attenuate acute colitis and not chronic colitis (40). Other groups have begun to investigate blocking IL-22 as a possible next target for IBD treatment, since IL-22 can have a pathogenic effect by hyperstimulating Th17 maturation (41). We anticipate our mouse model to be a potentially powerful tool for developing additional therapeutics for IBD, given clinical research trends.

Depending on the context, IL-22 can be proinflammatory or antiinflammatory (20). Mihi et al. demonstrated that IL-22 is essential in promoting intestinal epithelial cell regeneration for necrotizing enterocolitis in neonatal mice (42). They developed an *Il22ra1*-KO model to investigate the effects of perturbed IL-22 signaling. These mice did not have spontaneous colitis or weight loss resulting from the intact epithelial barrier. Interestingly, induction of necrotizing enterocolitis did not significantly increase inflammatory markers between WT and *Il22ra1*-KO mice, but Mihi et al. explained that neonates cannot mount a strong IL-22 response (42). Furthermore, the addition of rIL-22 rescued the phenotype in WT and not *Il22ra1*-KO mice. These results potentially explain the differences in phenotypes between the *Klf5*^ΔIND^ and *Il22ra1*-KO models.

In the intestinal tract, IL-22 produced by Th17 cells can elicit regenerative properties in intestinal epithelial cells, such as the production of antimicrobial peptides and mucin (41). Our study showed that downstream IL-22 signaling in the intestinal epithelial cells is perturbed in the absence of KLF5. Mechanistically, KLF5 is required for the proper nuclear localization of p-STAT3 elicited by IL-22, and this is in part explained by the physical interaction between KLF5 and p-STAT3. Thus, the absence of KLF5 effectively abolishes STAT3 transcription factor functions (20), which leads to the absence of epithelial cell regeneration and antimicrobial peptide production when *Klf5* is deleted. We also demonstrated that *Klf5* reduction or deletion resulted in reduced EdU staining both in vitro and in vivo, another important outcome of p-STAT3.

Colonoid cultures have confirmed the reduction in both proliferation and crypt structure maintenance regardless of rIL-22 presence when KLF5 is deleted. Previous studies have shown conflicting results when rIL-22 is added to enteroid cultures; some have reported rIL-22 being detrimental to enteroid viability (43), although many have suggested otherwise (44). Patnaude et al. have demonstrated proliferation and viability in human colonoid cultures. They showed that rIL-22 can promote epithelial regeneration and innate defense and mucus production (44). Our results are in agreement with those of Patnaude et al., as we observed an increase in proliferation and viability in colonoids with intact, but not deleted, KLF5 after IL-22 treatment.

Downstream targets of IL-22–induced p-STAT3 signaling did not significantly increase in *Klf5*-deleted mice, including S100A8/9, β-defensin 2, and SOCS3. Furthermore, we also demonstrated that aberrant p-STAT3 nuclear localization was not specific to IL-22–induced signaling. IL-6 stimulation, which signals through gp130 and IL-6Rα, also led to aberrant nuclear localization of p-STAT3 in the absence of KLF5. Tetreault et al. had previously described that an increase in *Klf5* expression helped protect DSS-treated mice from colitis by increasing phosphorylation of STAT3 via IL-22 (45). Given the role of KLF5 in regulating critical epithelial cell functions, such as proliferation and regeneration (25), it is not surprising that mice lacking KLF5 failed to develop a regenerative response despite the presence of IL-22.

We have observed several parallel features between our *Klf5*^ΔIND^ mice and patients with UC. First, we observed a dose-dependent response between KLF5 expression and the severity of colitis. Second, our *Klf5*^ΔIND^ mouse colons had similar immunological profiles as the colons of patients with UC. Last, we have shown aberrant localization of p-STAT3 in the intestinal epithelium for both our *Klf5*^ΔIND^ mouse colons and the biopsies of patients with UC. These similarities render the *Klf5*^ΔIND^ mouse model potentially beneficial to the study of human diseases.

The intestinal T cells and the microbiota influence one another to maintain homeostasis. During homeostasis, the microbiota modulates intestinal immunological response with metabolites to promote antiinflammatory responses (46). However, dysbiosis of the intestinal epithelium allows microbe infiltration into the intestinal epithelium, which triggers a proinflammatory environment hostile to commensal bacteria (47). Here, we hypothesized that changes in the microbiome result from inflammation. Such changes were reflected in specific microbial populations in the colon upon *Klf5* deletion. For instance, the population abundance of *Firmicutes*, *Clostridia*, SFB, and BAT were significantly different in TAM-treated *Klf5*^ΔIND^ mice versus control mice. 

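In the 16S data, *Firmicutes*, the phylum of *Clostridia* and *Lactobacillus*, took 38.0% ± 25.2 of the counts in TAM-treated and 41.5% ± 21.2 in CO-treated *Klf5* ΔIND mice (SD, n = 5 mice per group). The difference is smaller than the spread between mice (two-sided exact permutation p = 0.849). TAM-treated *Klf5 Ctrl* mice had 23.5% ± 16.2 (exact permutation p = 0.325 against TAM-treated *Klf5* ΔIND mice). *Clostridia*, a class of mostly anaerobic spore formers, took 9.65% ± 10.3 in TAM-treated and 1.64% ± 0.72 in CO-treated *Klf5* ΔIND mice (exact permutation p = 0.167, adjusted p = 0.444 over the named taxa), and 4.36% ± 3.64 in TAM-treated *Klf5 Ctrl* mice (exact permutation p = 0.349 against TAM-treated *Klf5* ΔIND mice). *Bacteroides* took 2.38% ± 1.85 in CO-treated *Klf5* ΔIND mice, less on average than in TAM-treated *Klf5* ΔIND mice (exact permutation p = 0.0238, adjusted p = 0.190). Without TAM-treated *Klf5* ΔIND mouse 3 this difference was 4.76 in place of 11.3 percentage points, and that of *Clostridia* was 4.15 in place of 8.01 without TAM-treated *Klf5* ΔIND mouse 4 (1.44 in place of 5.30 against TAM-treated *Klf5 Ctrl* mice). No genus of segmented filamentous bacteria is listed in the table, so their share was not analysed here.

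**Figure D3:**
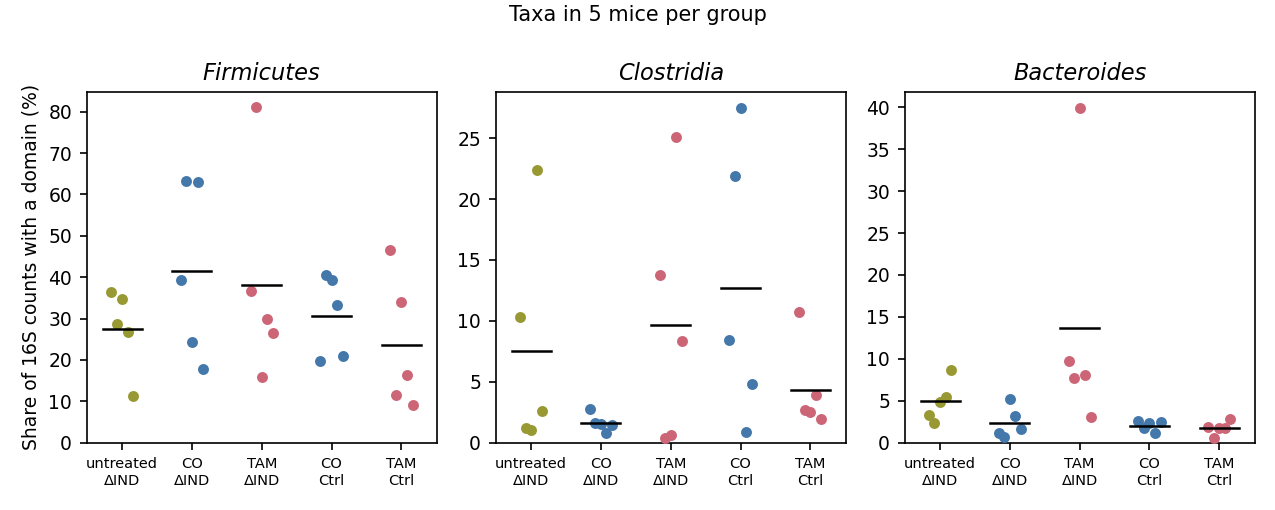
Share of counts, in percent, of *Firmicutes*, *Clostridia* and *Bacteroides* in each of 25 mice, by group. Points are mice and bars are group means over 5 mice. *Bacteroides* is highest in TAM-treated *Klf5* ΔIND mouse 3, and the *Firmicutes* values of TAM- and CO-treated *Klf5* ΔIND mice overlap.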

Decreased abundance of *Firmicutes* has been shown to be associated with increased risk for postoperative recurrence of CD (48).

Similarly, 16s rRNA-Seq results of patients with IBD have demonstrated decreased *Clostridia* abundance (49). Furthermore, increases in SFB and BAT have been correlated with patients with UC and CD compared with those in healthy individuals. Both SFB and BAT are pathobionts for Th17 cells. SFB can induce Th17 response by adhering to epithelial cells to activate SAA1/2, and BAT can produce *B*. *fragilis* toxin that can alter tight junctions and increase DC IL-23 activity. Notably, the increased counts of SFB and BAT in the colon of TAM-treated *Klf5*^ΔIND^ mice are reminiscent of that in human diseases too.

Deletion of *Klf5* from the intestinal epithelium compromises barrier integrity (24). As a result, the microbiota can infiltrate the intestinal epithelial barrier to induce a Th17 response, which includes IL-22 secretion. We have shown here that microbiota plays an essential role in the pathogenesis of colitis by rescuing the colitic phenotype with antibiotics. During colitis with intact KLF5, IL-22 helps signal regeneration in the intestinal epithelium through p-STAT3 signaling. However, we have demonstrated that regeneration cannot occur independently of KLF5. Based on these findings, we conclude that KLF5 assists in the nuclear localization of p-STAT3 and subsequent downstream signaling for epithelial regeneration. Collectively, these observations support a model where deletion of *Klf5* from the intestinal epithelium results in a persistent colitic phenotype as a consequence of the inability of KLF5 (due to its absence) to regulate p-STAT3 localization in the presence of IL-22–producing Th17 cells required for regeneration (Figure 11).

In summary, deletion of *Klf5* in the intestinal epithelium results in an inflammatory response in mice and an inability to resolve the epithelial injury. The combined insults result in a severe colitic phenotype that impedes survivability. We have also elucidated the mechanism by which KLF5 guards against the development of colitis. These findings strongly support the *Klf5*^ΔIND^ mice as a potentially powerful tool in modeling for human colitis and developing therapeutics for IBD.

## Methods

### Experimental model and animal details

#### Mice.

All animal studies were performed following the protocols approved by the Stony Brook University IACUC. Female and male 8- to 12-week-old *Villin-CreER^T2^* (*Klf5^Ctrl^*) and *Villin-CreER^T2^ Klf5^fl/fl^* (*Klf5*^ΔIND^) C57BL/6 mice were previously described and bred in-house (24).

#### Mouse treatments.

Cre^ERT2^-recombinase activity was induced by the administration of 100 μL of 1 mg TAM for 5 consecutive days. TAM was dissolved in CO; thus, CO was used as a control treatment (24). Cocktail antibiotic treatment with metronidazole (100 mg/kg BW) (50), ciprofloxacin (50 mg/kg BW) (51), and vancomycin (50 mg/kg BW) (50) was also performed concurrently with CO or TAM by oral gavage.

#### IL-17A neutralization.

Neutralization of IL-17A with αIL-17A antibody (BioXCell *InVivo*MAb anti-mouse IL-17A, BE0173) was performed in 8-week-old *Klf5*^ΔIND^ female mice. Mice were treated with CO/TAM injections concurrently with IgG1 (BioXCell *InVivo*MAb mouse IgG1 control, BE0083) or αIL-17A at 100 μg/mL for 5 consecutive injections. One day after the last injection, colons were collected for histology and downstream analysis.

### Lamina propria and intestinal epithelial cell isolation and FACS

Isolation of leukocytes was performed 24 hours after the fifth dose of CO or TAM. The protocol was performed as previously published (52). Staining was performed with primary antibodies conjugated with an array of fluorochromes. Intestinal epithelial cells were isolated with EDTA and stained for EpCAM, p-STAT3, and STAT3. A list of all FACS antibodies is in Supplemental Table 1. The acquisition was performed on a BD Biosciences LSRFortessa at Stony Brook University Flow Cytometry Research Core Facility. Analysis was performed with FlowJo.

### Effector cytokine FACS

After isolation of leukocytes from the lamina propria, cells were stimulated with the polyclonal stimulus PMA and ionomycin in the presence of brefeldin A for 4 hours (53). Cells were then stained for cell surface markers. Fixation and permeabilization were performed with eBioscience Transcription Factor Staining Buffer Set (catalog 00-5523-00) followed by intracellular cytokine staining.

### Cell lines

C2BBE cell lines were purchased from ATCC and cultured according to their instruction. C2BBE^ΔIND^ was generated as previously described (24).

### Cell line treatment

C2BBE^Ctrl^ and C2BBE^ΔIND^ were all cultured to 50% confluence and then treated with DMSO or DOX (5 μg/mL) for 3 consecutive days. On the final treatment day, medium containing DMSO or DOX was removed, and fresh medium with PBS or rIL-22 (100 ng/mL) was added for 1 hour. Treatments with rIL-6 (100 ng/mL) and with DMSO or DOX were given at the same time. Cells were then collected for protein extraction and IF imaging.

### Cell cycling analysis

After treatment with DMSO/DOX and PBS/rIL-22, cells were trypsinized and fixed in 70% ethanol. They were then stained with propidium iodide, and cells were acquired on BD Biosciences FACSCalibur LSR and analyzed with ModFit LT.

### Western blot analysis

Total protein was extracted from tissue and cell lines with RIPA buffer. Tissue was processed with 300 μL of RIPA buffer for 5 mg of tissue. Cell lines were treated with 1 mL of RIPA buffer for an 80% confluent 10 cm^2^ plate. Laemmli buffer was used to denature and load Western blot gels. Total protein concentration was performed with BCA analysis. A list of antibodies is shown in Supplemental Table 2.

### ELISA

Total protein was extracted from tissue and cell lines with RIPA buffer (Thermo Fisher Scientific). Tissue was processed with 300 μL of RIPA buffer for 5 mg of tissue. Cell lines were treated with 1 mL of RIPA buffer for an 80% confluent 10 cm^2^ plate. Prior to incubating samples on ELISA plates, samples were normalized with BCA analysis of total protein concentration. The protocol of ELISA was provided by R&D Systems.

### RNA extraction, RT-qPCR, and sequencing

RNA extraction for colon tissue was extracted with TRIzol reagent (Thermo Fisher Scientific). The RT-qPCR assay was performed with the TaqMan Gene Expression Master Mix and QuantStudio 3 qPCR machine (both Thermo Fisher Scientific). The following gene expression assays were used: Mm00446190_m1 (*Il-6*), Mm00439618_m1 (*Il-17a*), Mm01226722_g1(*Il-22*), Mm01168134_m1, (*Ifng*), Mm01324470_m1 (*Lcn2*), Mm00487724_m1 (*Mmp7*), Mm00440616_g1, (*Reg3b*), Mm00441127_m1 (*Reg3g*), Mm00441242_m1 (*Ccl2*), and Mm02619580_g1 (*Actb*). The New York Genome Center performed cDNA library construction and high-throughput sequencing. Analysis for sequencing was performed with the HISAT2 pipeline. The initial alignment was performed with HISAT2, transcript counts were quantified with FeatureCounts, and differential gene analysis was performed with DESeq2. Downstream analysis was performed with GSEA for pathway analysis and HOMER for motif scanning (33).

### Histology

Colon tissue from mice was FFPE; 5 μm sections were used for H&E staining (54). All micrographs were captured using a Nikon Eclipse 90i microscope. Human tissue microarray, CO245a, was purchased from US Biomax, and moderate and severe colitis biopsies were obtained from Stony Brook University Biobank.

### IHC and IF

IHC and IF were performed as previously described (24, 34). A list of antibodies is shown in Supplemental Table 2.

### IP

C2BBE and HEK293T HA-hKLF5 cells (ATCC) were treated with rIL-22 (100 ng/mL) for 1 hour. We used Active Motif Nuclear Complex Co-IP kit, and the isolation protocol was performed as instructed in the kit. Antibody pulldown for C2BBE was performed with rabbit anti-KLF5 antibody. Immunoprecipitation of HEK293T HA-hKLF5 was performed with mouse anti-HA antibody. Western blot was performed to visualize KLF5 pulldown and p-STAT3.

### Microbiome analysis

Fecal matter was collected from CO-treated or TAM-treated 8-week-old *Klf5*^ΔIND^ female mice after 5 days of injection. Samples were collected from the ileum and sent to Weill Cornell University Microbiome Core Lab. Analysis was performed in Nephele NIAID pipeline using bioBakery suite. Quantifications of genus and order were obtained from MetaPhlan2 and analyzed with LefSE for LDA score.

### Cell isolation for enteroid culture

Colons were extracted from 8-week-old *Klf5*^ΔIND^ female mice. Crypt cells were isolated as previously described (27, 55). All crypts were embedded in Matrigel (Corning). Colonoid culture media was prepared with L-WRN cells (ATCC) as previously described, and TGF-β inhibitor A83-01 (500 nM; Tocris Biosciences) and antibiotic cocktail Primocin (100 μg/mL; Thermo Fisher Scientific) were supplemented. GSK3β inhibitor CHIR99021 (10 μM; Tocris) and ROCK inhibitor Y-27632 (10 μM; MilliporeSigma) were added only on the first 2 days of culture. After the first 2 days, CHIR99021 and Y-27632 were removed, and PBS or 4-OHT (10 μM) was added. For rIL-22 cultures, PBS/4-OHT was added with PBS/rIL-22 (100 ng/mL).

### Statistics

Statistical analysis was performed on GraphPad Prism Version 9.0.0 for Mac. *P* values of less than 0.05 were considered significant. Statistical tests are reported in the figure legends.

### Reporting summary

#### Data and materials availability.

The accession number for RNA-Seq and 16s rRNA-Seq data deposited in NCBI’s GEO is GSE179310. Further information and requests for resources and reagents should be directed to and will be fulfilled by the corresponding author, VWY.

#### Study approval.

All animal experiments were performed in accordance with recommendations in the NIH *Guide for the Care and Use of Laboratory Animals* (National Academic Press, 2011), as approved by the IACUC (protocol 354918) at Stony Brook University in New York. Patient consents were waived as surgical tissue samples from the biobank were deidentified specimens.

## author contributions

JS, THC, YL, JK, ARDS, and SK performed the experiments; JS, THC, YL, JK, ARDS, and SK analyzed the data; SYZ assisted in histological evaluation of tissue; JS, THC, YL, JK, ARDS, SK, BSS, ABB, and VWY provided conceptual input; JS, ABB, and VWY wrote the paper; ABB and VWY conceived and supervised the study.

## Supplementary Material

Supplemental data

## Figures and Tables

**Figure 1:**
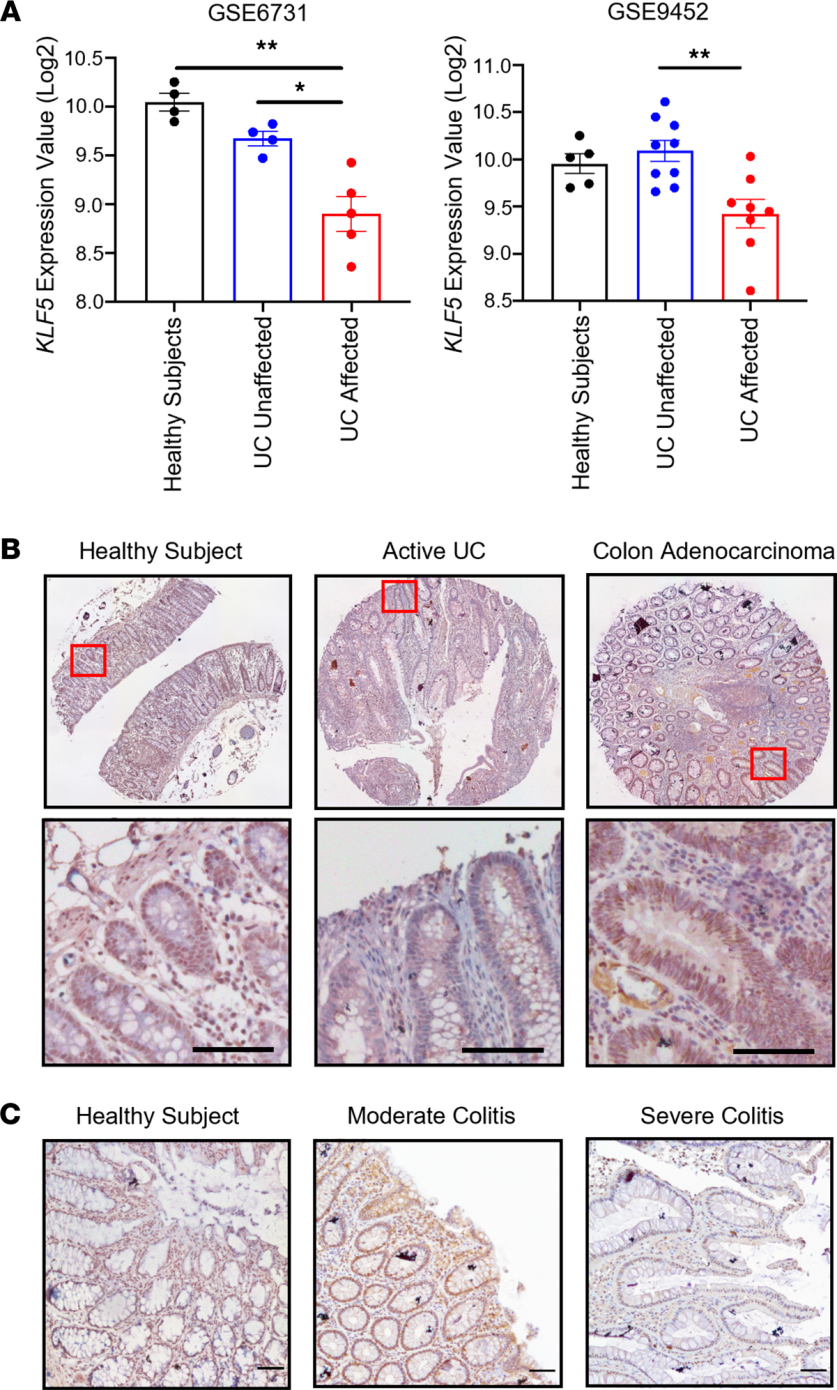
Patients with severe colitis have decreased levels of KLF5 in colonic epithelial cells. (**A**) Quantification of KLF5 expression value from 2 independent UC patient data sets. Samples include healthy individuals, UC-unaffected regions, and UC-affected regions. (**B**) IHC staining of KLF5 in human colon biopsy tissue array. The left is healthy tissue, the middle is active UC tissue, and the right is colon adenocarcinoma tissue. (**C**) IHC staining of KLF5 in human colon biopsies from Stony Brook University Biobank. The left is healthy colon tissue, the middle is moderate colitis tissue, and the right is severe colitis tissue. Data from graphs represent mean ± SEM, *P < 0.05; **P < 0.01; 1-way ANOVA. Scale bars: 70 μm.

**Figure 2:**
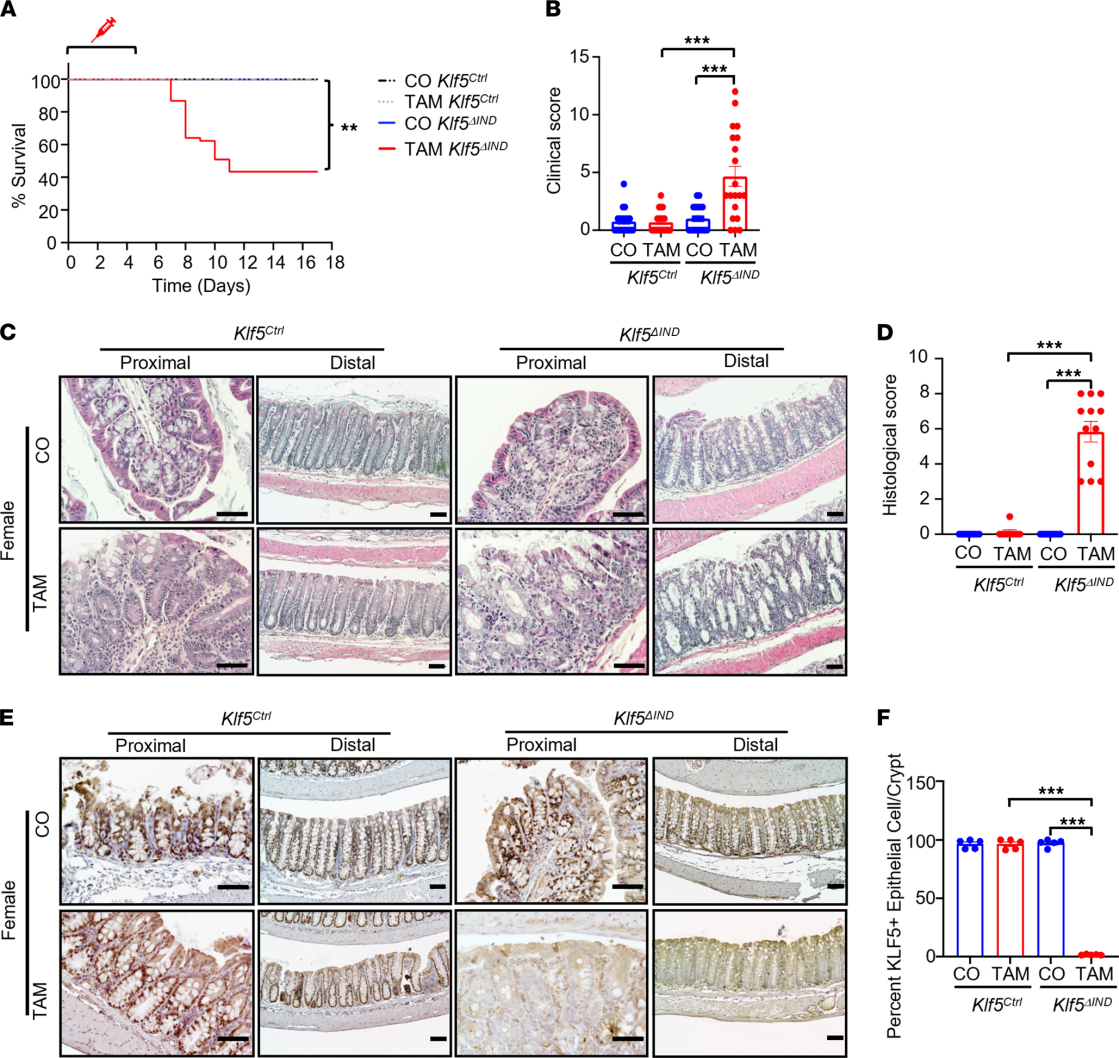
Deletion of *Klf5* from intestinal epithelial cells increases mortality and alters colonic morphology. (**A**) Kaplan-Meier survival curve of CO and TAM treatment for *Klf5^Ctrl^* and *Klf5^ΔIND^* mouse genotypes (*n* = 15). (**B**) Quantification of clinical scores of CO- and TAM-treated *Klf5^Ctrl^* and *Klf5^ΔIND^* mice. Max for the clinical score is 12 and quantified with 3 categories: stool consistency, weight loss, and fecal blood (*n* = 20). (**C**) H&E staining of whole colon tissue from female *Klf5^Ctrl^* and *Klf5^ΔIND^* mice treated with CO or TAM (*n* = 12). (**D**) Quantification of histological scores of CO- and TAM-treated *Klf5^Ctrl^* and *Klf5^ΔIND^* mice. Max for the histological score is 11 and quantified with 3 categories: crypt damage, inflammatory cells in lamina propria, and ulcers (*n* = 20). (**E**) IHC staining of KLF5 in whole colon tissue from female *Klf5^Ctrl^* and *Klf5^ΔIND^* mice treated with CO or TAM (*n* = 5). (**F**) Quantification for percentage of KLF5^+^ cells per crypt (*n* = 5). Data from graphs represent mean ± SEM, **P < 0.01; ***P < 0.001; 1-way ANOVA. Scale bars: 70 μm.

**Figure 3:**
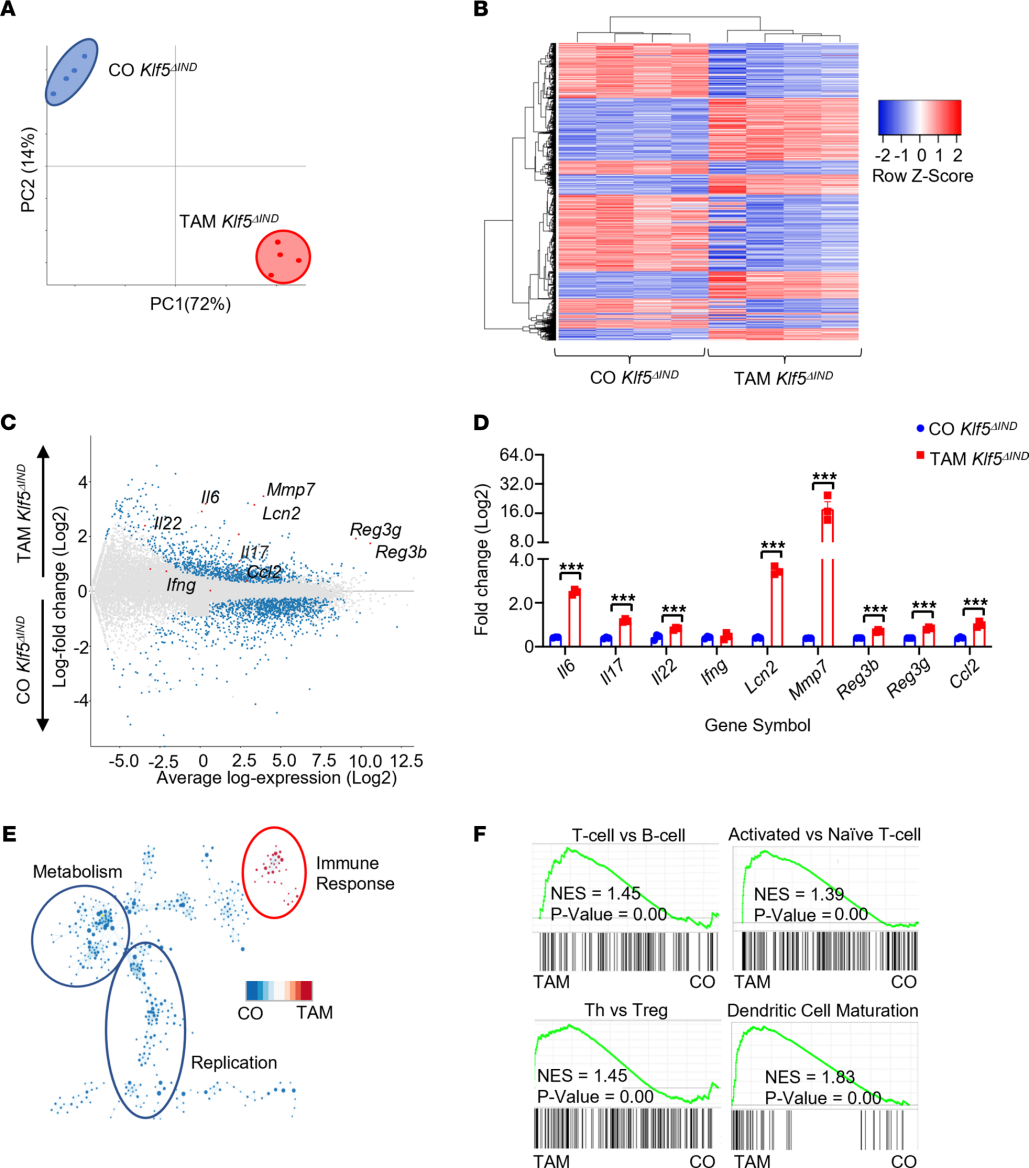
Deletion of *Klf5* from intestinal epithelial cells results in changes to the global transcriptomic pathways to inflammatory responses. (**A**) Principal component analysis of bulk RNA-Seq data. Comparison between CO- and TAM-treated *Klf5^ΔIND^* mice (*n* = 4). PC1 = 72% and PC2 = 14%. (**B**) Heatmap representation of significant differentially expressed genes from DESeq2. (**C**) MA-plot analysis of all genes from bulk RNA-Seq. Blue points represent a significant differentially expressed gene with a cutoff of *P* = 0.05. Red points are representative genes of interest with known roles in intestinal inflammation and regeneration. (**D**) RT-qPCR confirming genes of interest from bulk RNA-Seq analysis. (**E**) Leading-edge analysis after GSEA pathway analysis. Blue represents pathways correlated to CO-treated *Klf5^ΔIND^* mice and red represents pathways correlated with TAM-treated *Klf5^ΔIND^* mice. (**F**) GSEA pathway analysis positively correlated with TAM-treated *Klf5^ΔIND^* mice. Data from graphs represent mean ± SEM. ***P < 0.001; unpaired 1-tailed *t* test.

**Figure 4:**
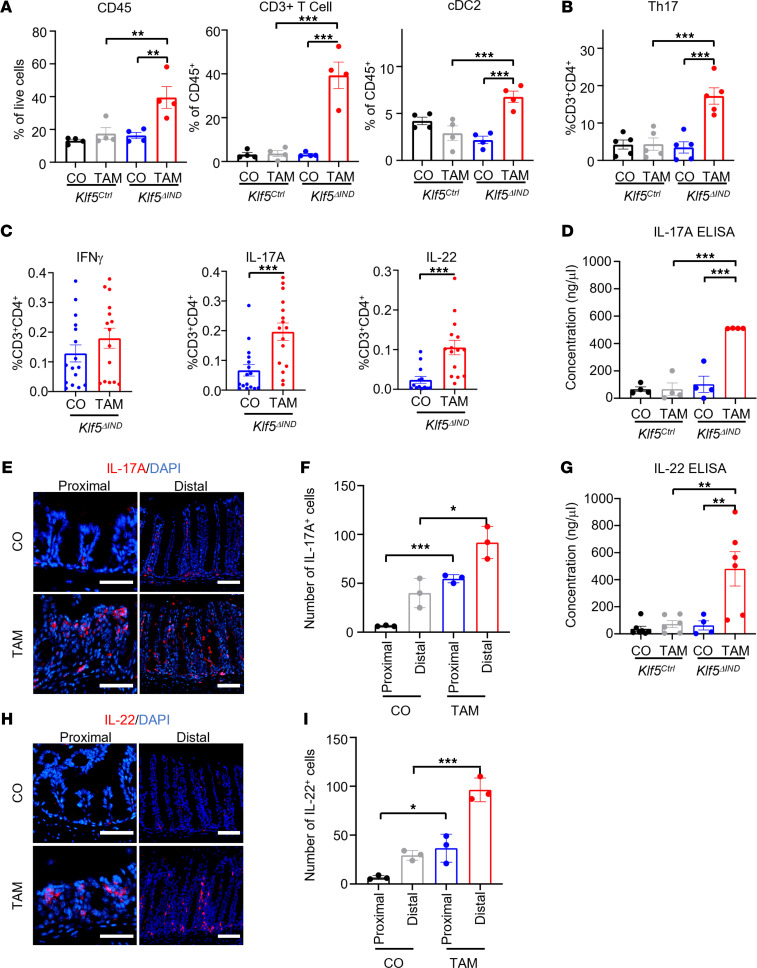
Intestine-specific deletion of *Klf5* results in increased Th17 cells and concentrations of IL-17 and IL-22. (**A**) Graph representation of gated populations. Graph on the left represents the percentage of CD45^+^ populations from the total number of live cells (*n* = 4). Middle graph represents the percentage of CD3^+^ cells out of the total CD45^+^ cells (*n* = 4). The right graph represents percentage of CD11c^+^ and CD103^+^ double-positive populations for conventional DC type 2 (cDC2) (*n* = 4). (**B**) Percentage of total CD4^+^ T cells that express the hallmark transcription factor for Th17, RORγT (*n* = 5). (**C**) Quantification of leukocytes treated with brefeldin A and ionomycin for cytokine stimulation. Percentages of cells with IFN-γ, IL-17A, and IL-22 were calculated from the total CD4^+^ T cell population (*n* = 16). (**D**) Quantification of IL-17A by ELISA from total tissue lysate (*n* = 4). (**E**) Immunofluorescence (IF) staining of IL-17A in whole colon tissue from CO- and TAM-treated *Klf5^ΔIND^* mice. (**F**) Quantification of cell numbers in proximal and distal colonic regions from the IF images (*n* = 3). (**G**) Quantification of IL-22 ELISA from total tissue lysate (*n* = 4). (**H**) IF staining of IL-22 in whole colon tissue from CO- and TAM-treated *Klf5^ΔIND^* mice. (**I**) Quantification of cell numbers in proximal and distal colonic regions from the IF images (*n* = 3). Data from graphs represent mean ± SEM, *P < 0.05; **P < 0.01; ***P < 0.001; 1-way ANOVA. Scale bars: 70 μm.

**Figure 5:**
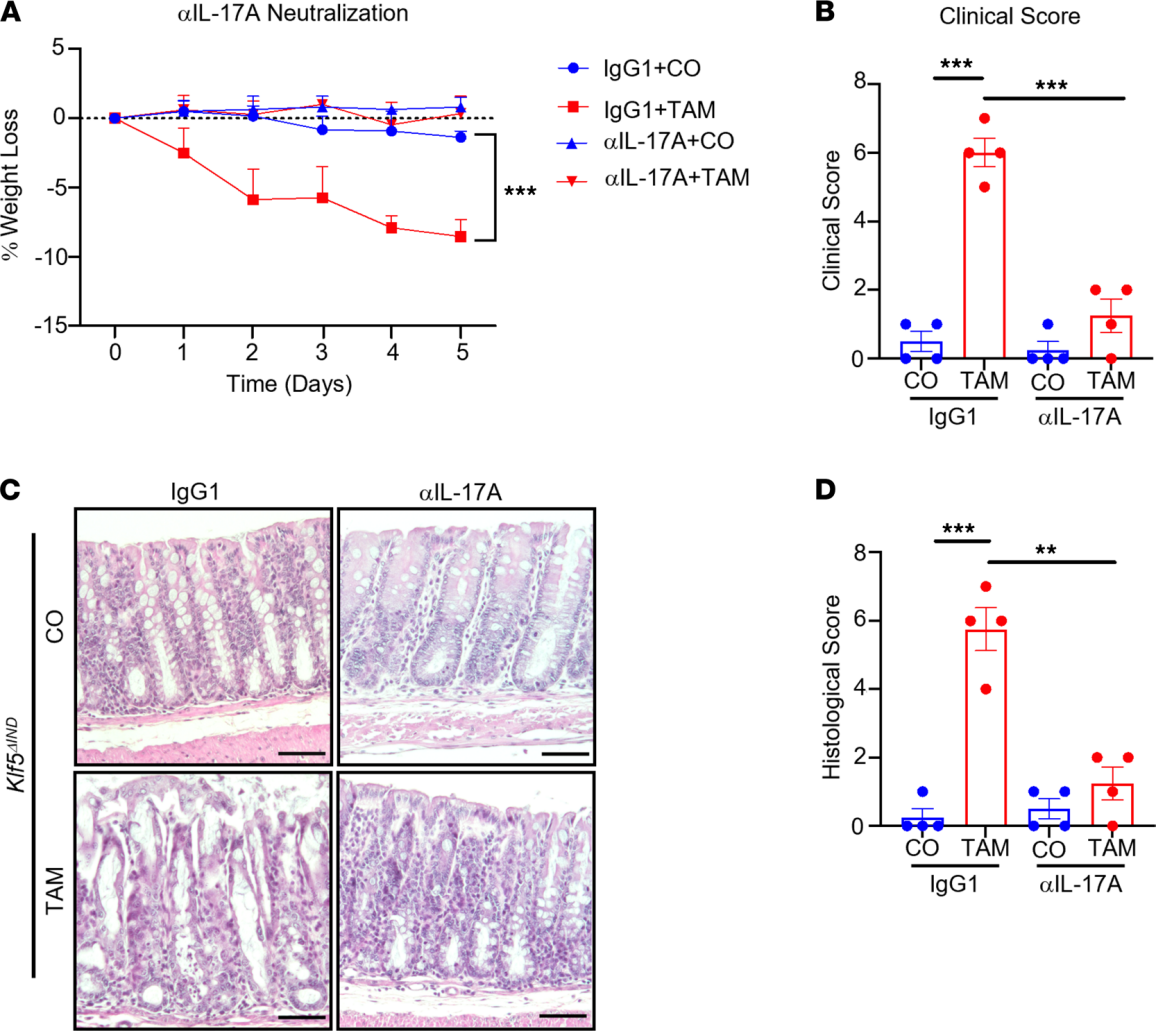
Th17 effector cytokines are essential for the pathogenesis of colitis when *Klf5* is deleted. (**A**) Weight change after 5 days of neutralizing antibody and CO or TAM treatment of *Klf5^ΔIND^* mice (*n* = 4). (**B**) Clinical scores. Max for the clinical score is 12 and quantified with 3 categories: stool consistency, weight loss, and fecal blood (*n* = 4). (**C**) H&E staining of *Klf5^ΔIND^* mice treated with IgG1 or αIL-17A neutralizing antibody and CO or TAM (*n* = 4). (**D**) Histological scores. Max for the histological score is 11 and quantified with 3 categories: crypt damage, inflammatory cells in lamina propria, and ulcers (*n* = 4). Data from graphs represent mean ± SEM. **P < 0.01; ***P < 0.001; 1-way ANOVA. Scale bar: 70 μm.

**Figure 6:**
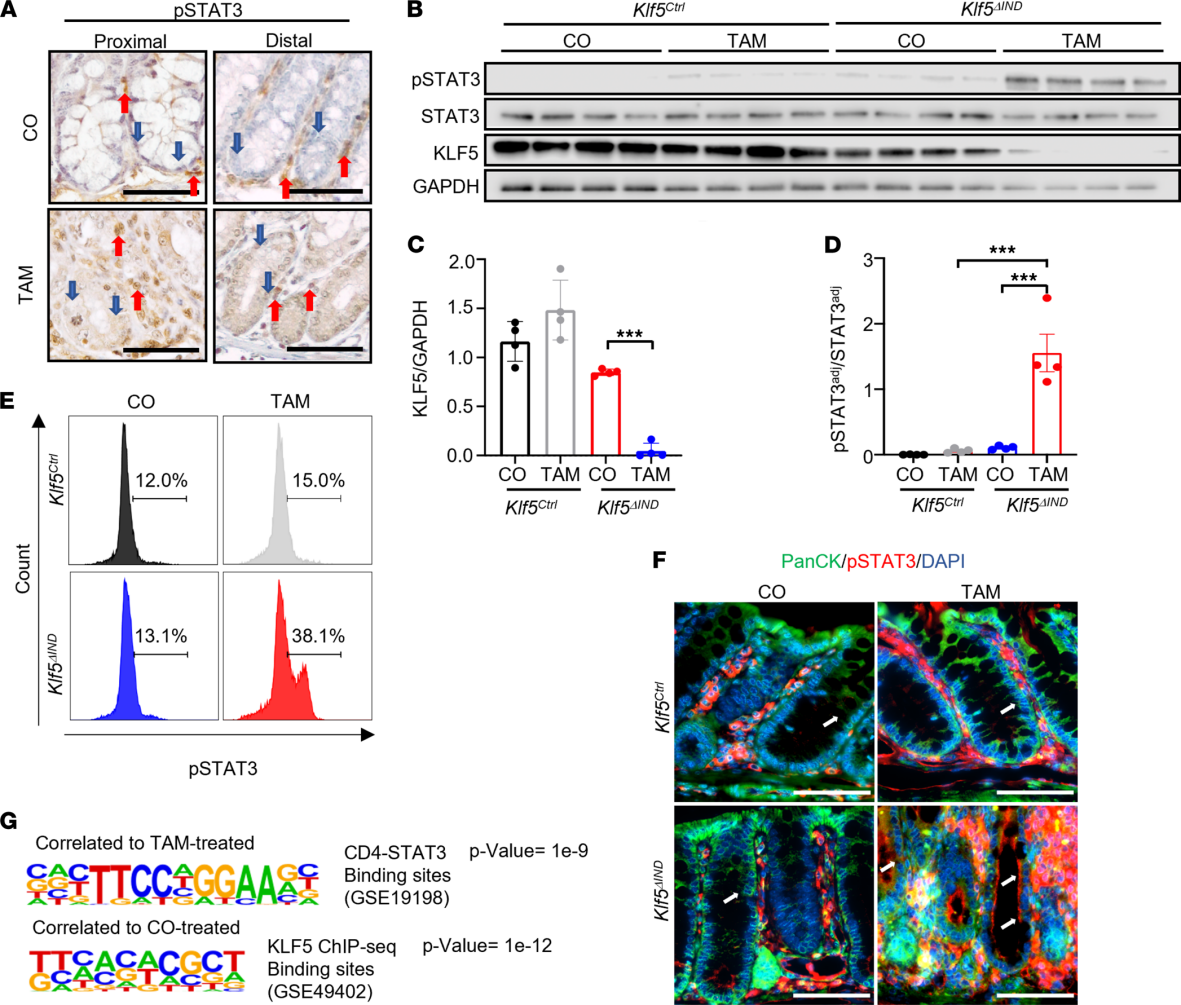
Deletion of *Klf5* results in increased p-STAT3 in intestinal epithelial cells but aberrant cellular localization. (**A**) IHC of p-STAT3 in CO- and TAM-treated *Klf5^ΔIND^* mice. Red arrows mark stromal regions of tissue. Blue arrows mark the intestinal epithelial layer (*n* = 5). (**B**) Western blot analysis of p-STAT3, STAT3, KLF5, and GAPDH from isolated epithelial cells (*n* = 4). (**C**) Quantification of KLF5 normalized with GAPDH. (**D**) Quantification of the adjusted p-STAT3 protein level over the adjusted STAT3 protein level. Adjustments were normalized with GAPDH for both markers (*n* = 4). (**E**) Histogram representation from FACS analysis of EpCAM^+^ cells that are gated p-STAT3^+^ (*n* = 6). (**F**) Immunofluorescence staining of colonic tissues with pan-cytokeratin and p-STAT3 antibodies. White arrows mark the intestinal epithelial layer (*n* = 4). (**G**) HOMER analysis of bulk RNA-Seq data (*n* = 4). The top motif represents the CD4-STAT3 binding sites, and the bottom motif presents the KLF5-binding sites. Data from graphs represent mean ± SEM. ***P < 0.001; 1-way ANOVA. Scale bars: 70 μm.

**Figure 7:**
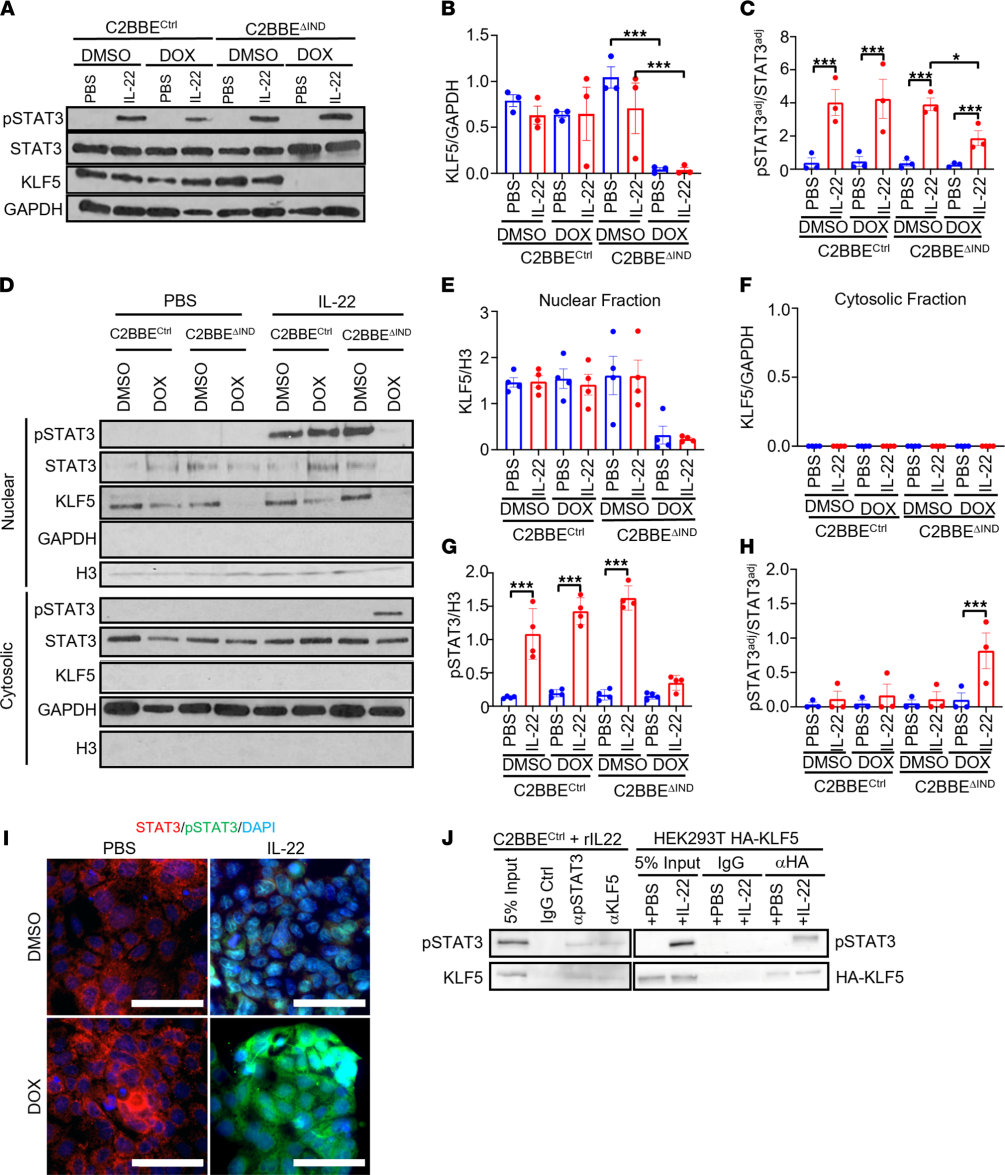
Knockdown of *KLF5* does not induce phosphorylation of STAT3 but affects the localization of p-STAT3 in response to IL-22 stimulation. (**A**) Western blots of C2BBE^Ctrl^ and C2BBE^ΔIND^ cells treated with a combination of DMSO or DOX and PBS or IL-22 (*n* = 3). (**B**) Quantification of KLF5 normalized with GAPDH (*n* = 3). (**C**) Quantifications of adjusted p-STAT3 protein level over the adjusted STAT3 protein level. Adjustments were normalized with GAPDH for both markers (*n* = 3). (**D**) Western blots of cytoplasmic-nuclear fractionation assays. The top blot represents the nuclear fractions and the bottom represents the cytosolic fractions. (**E** and **F**) Quantifications for KLF5 normalized to H3 in the nuclear fraction (**E**) and for KLF5 normalized to GAPDH in the cytosolic fraction (**F**) (*n* = 3). (**G**) Quantification of p-STAT3 protein normalized to H3 in the nuclear fraction (*n* = 3). (**H**) Quantification of p-STAT3 level adjusted to GAPDH to adjusted total STAT3 levels in the cytosolic fraction (*n* = 3). (**I**) STAT3, p-STAT3, and DAPI immunofluorescence staining of C2BBE^ΔIND^ cells treated with DMSO/DOX and PBS/IL-22. (**J**) Co-IP of p-STAT3 and endogenous (left panel) or overexpressed KLF5 (right panel). Data from graphs represent mean ± SEM. *P < 0.05; ***P < 0.001; 1-way ANOVA. Scale bars: 70 μm.

**Figure 8:**
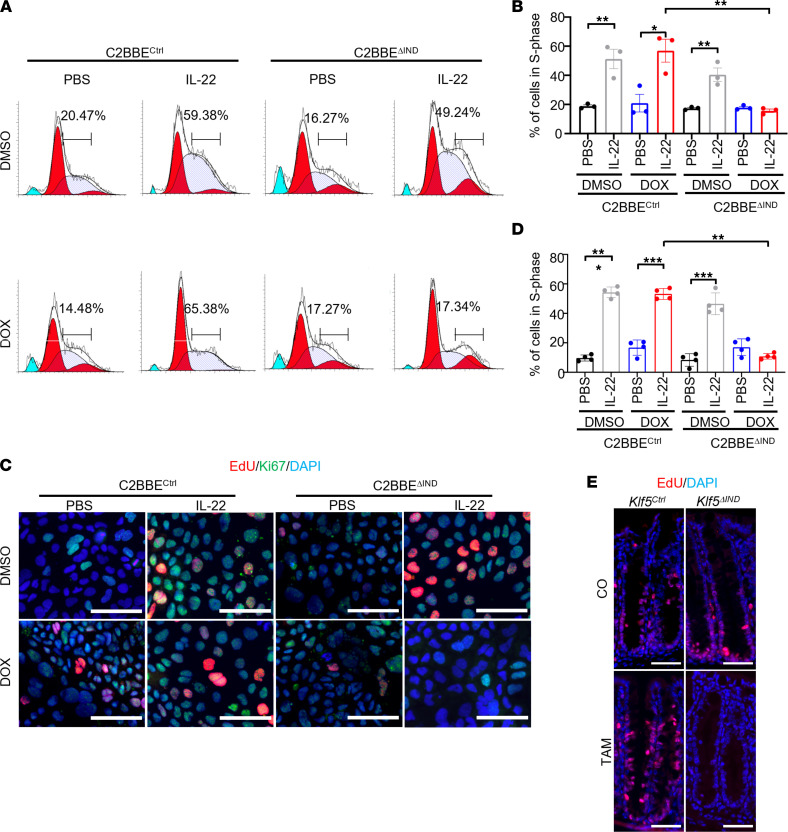
Knockdown of *KLF5* results in decreased proliferation in vitro and in vivo. (**A**) Cell cycling analysis histogram charts for ModFit. Quantifications on the chart represent the percentage of cells in the S-phase (*n* = 3). (**B**) Quantification of percentage cells in S-phase after ModFit curve fitting (*n* = 3). (**C**) Immunofluorescence (IF) staining of EdU and Ki67 in C2BBE^Ctrl^ and C2BBE^ΔIND^ cells treated with DMSO/DOX and PBS/IL-22. (**D**) Quantification of percentage of cells in S-phase from IF images (*n* = 3). (**E**) IF staining of EdU in CO- or TAM-treated *Klf5^Ctrl^* or *Klf5^ΔIND^* mice. Data from graphs represent mean ± SEM. *P < 0.05; **P < 0.01; ***P < 0.001; 1-way ANOVA. Scale bars: 70 μm.

**Figure 9:**
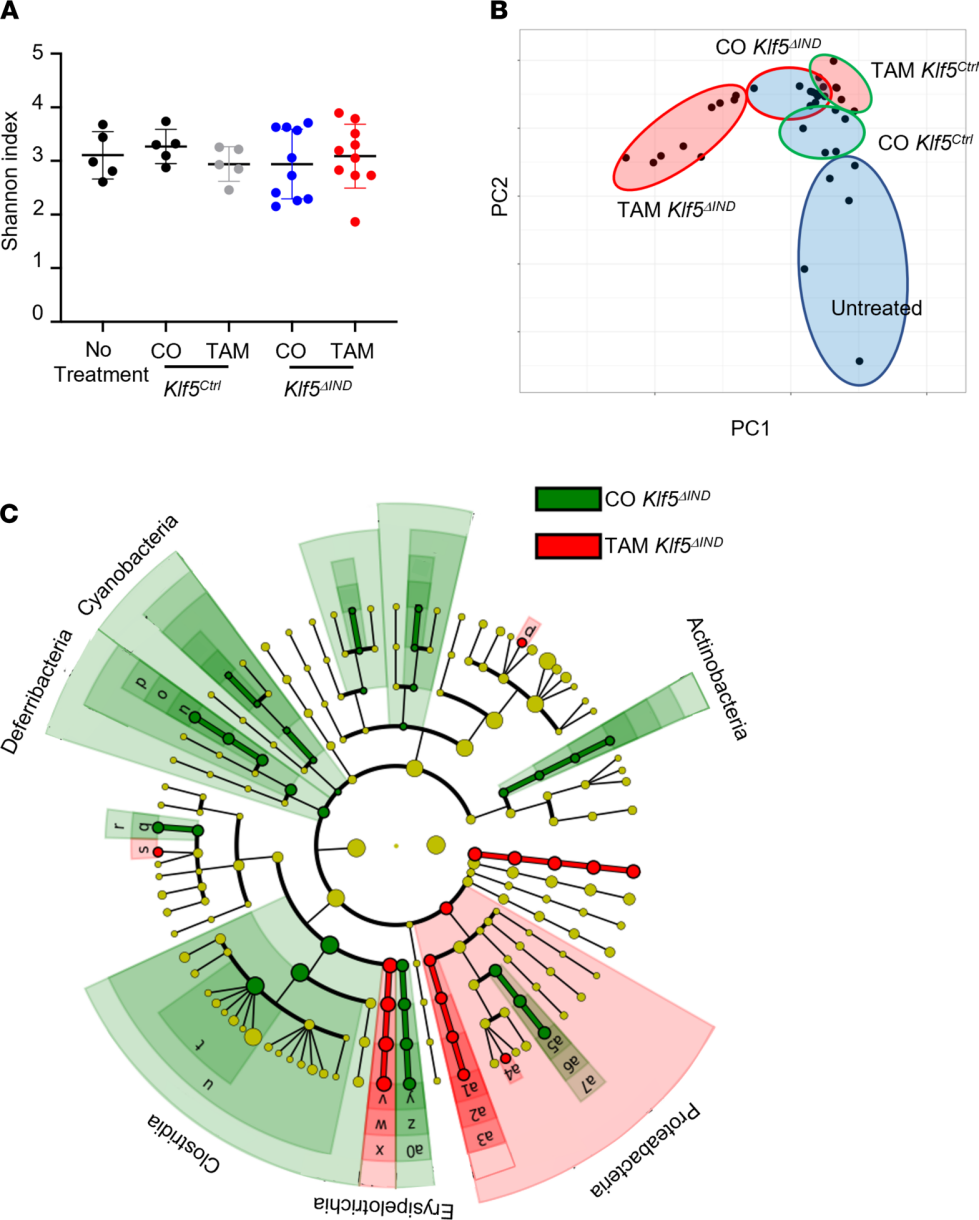
Microbiota from the colon of *Klf5*-deleted mice has no change in diversity but an increase in abundance. (**A**) Analysis of α diversity using the Shannon index. (**B**) Principal component analysis of 16s rRNA-Seq for *Klf5^Ctrl^* and *Klf5^ΔIND^* mice treated with CO or TAM. (**C**) Phylogenetic tree of linear discriminant analysis between CO- and TAM-treated *Klf5^ΔIND^* mice (*n* = 9).

**Figure 10:**
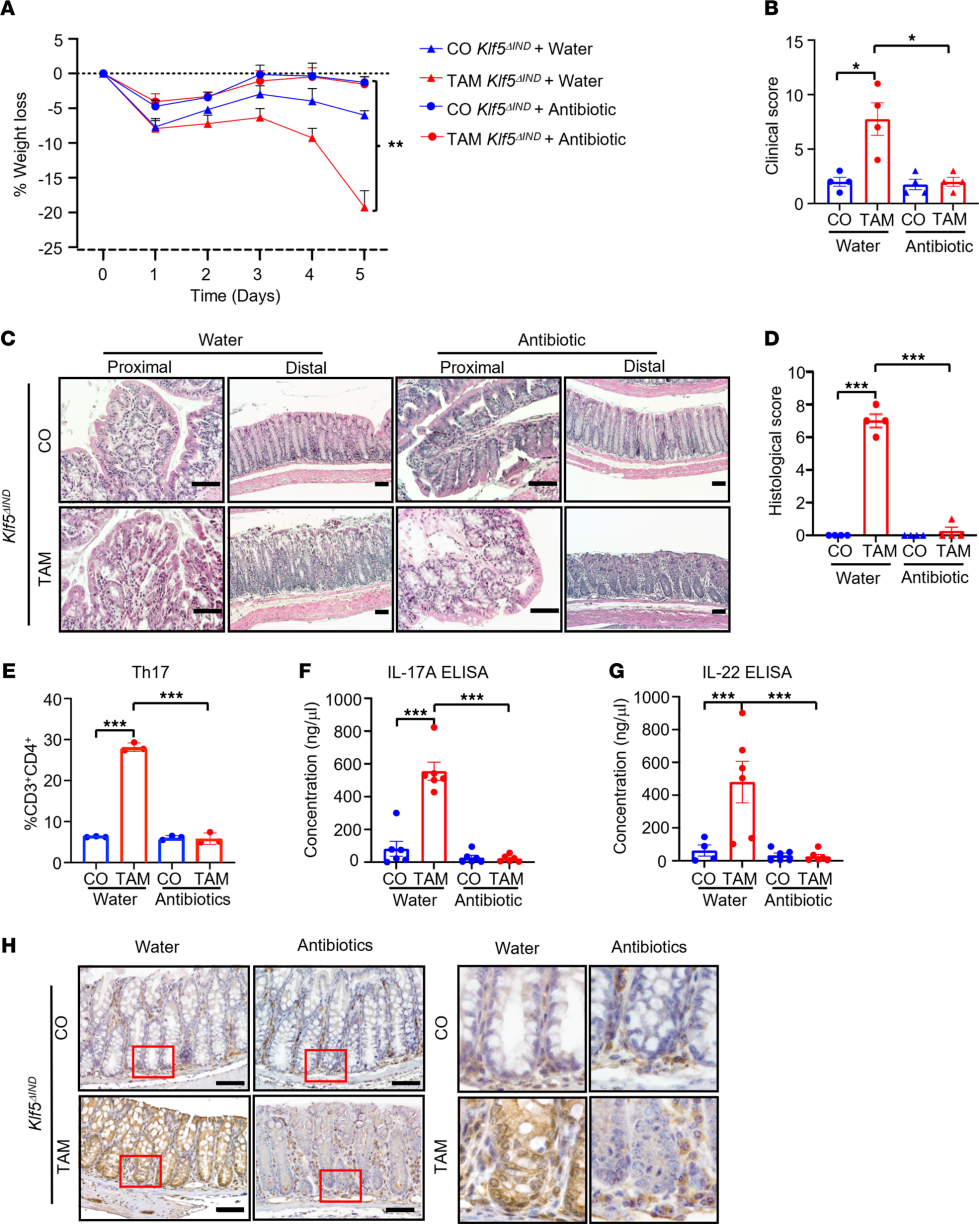
Colons of *Klf5*-deleted mice have reduced inflammation after antibiotic treatment. (**A**) The graph represents average weight change for CO- and TAM-treated *Klf5^ΔIND^* mice that also received water or antibiotic treatment (*n* = 3). (**B**) Clinical score quantification of CO- and TAM-treated *Klf5^ΔIND^* mice with water or antibiotic treatment (*n* = 4). (**C**) H&E staining of proximal and distal regions of the colon for water- or antibiotic-treated mice. (**D**) Histological score quantification of CO- and TAM-treated *Klf5^ΔIND^* mice with water or antibiotic treatment (*n* = 4). (**E**) The graph represents the percentage of total CD4^+^ T cells that express the hallmark transcription factor for Th17, RORγT (*n* = 3). (**F**) Quantification of IL-17A ELISA from total tissue lysates (*n* = 6). (**G**) Quantification of IL-22 ELISA from total tissue lysates (*n* = 4). (**H**) p-STAT3 IHC staining of distal colons from CO- and TAM-treated *Klf5^ΔIND^* mice with water or antibiotics. Data from graphs represent mean ± SEM. *P < 0.05; **P < 0.01; ***P < 0.001; 1-way ANOVA. Scale bars: 70 μm. Original magnification of insets, 20×.

**Figure 11:**
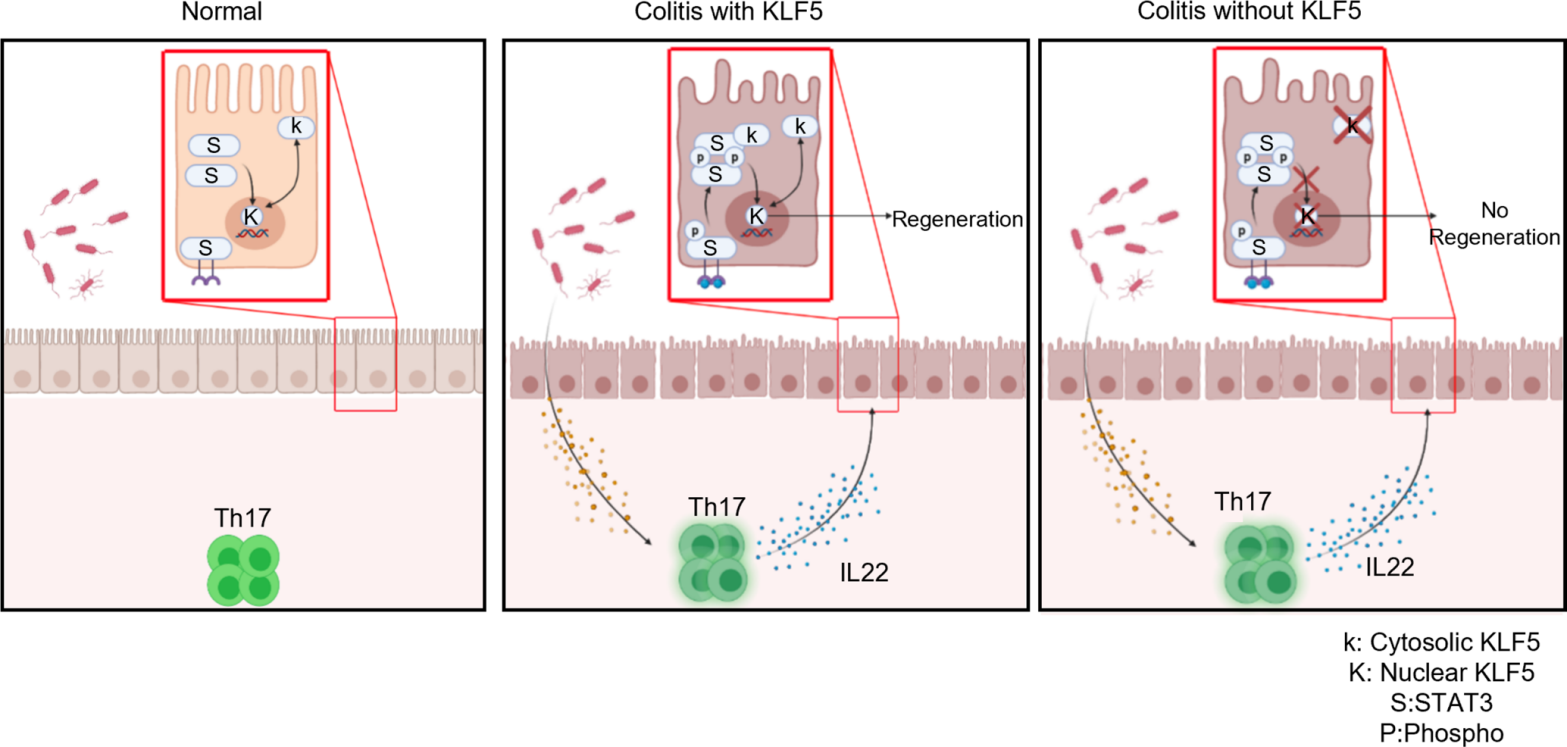
Model for a role of epithelial KLF5 in guarding against intestinal inflammation. Left shows the homeostatic state of the colon in which KLF5 regulates proliferation of crypt epithelial cells (27). Nuclear-cytoplasmic shuttling of KLF5 has previously been demonstrated (56). Middle panel shows colitis with intact KLF5, which promotes IL-22–mediated epithelial regeneration by assisting in the nuclear localization of p-STAT3. Right panel shows colitis in the absence of KLF5 due to the lack of p-STAT3 nuclear localization in response to IL-22.

## Version 1 04/08/2022

Electronic publication

How the deposited data were processed for this re-analysis (not part of the article)

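Colon RNA-Seq was analysed from 8 *Klf5* ΔIND mice (4 CO-treated, 4 TAM-treated) and fecal 16S rRNA sequencing from 25 mice (5 in each of CO- and TAM-treated *Klf5* ΔIND, CO- and TAM-treated *Klf5 Ctrl* and untreated groups). Condition and replicate of each sample were taken from the sample labels and matched with the paper. The labels number the replicates of each group, and these were taken to be separate mice. On that reading, p-values of edgeR, DESeq2 and the exact permutation tests measure the spread between mice. Those of camera with the preset correlation, of fgsea and of the shuffles of neighboring genes compare genes with genes. Cages are not given in the sources used here, so mice of a group that shared a cage may not be independent in 16S.

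For RNA-Seq, the authors deposited whole-number counts per gene, not normalized. The paper describes TRIzol extraction, the submitters' processing notes name FastQC, HISAT2, featureCounts, DESeq2 and mm9, and the file header names featureCounts 1.4.3-p1 with reverse-strand counting and a GENCODE annotation in GRCm38 coordinates. Coordinates are given as in that file, and the genome used for alignment is thus stated in 2 ways by these sources. For 16S, the authors deposited whole-number counts per operational taxonomic unit (OTU) with a taxonomy, and counts per phylum, class, order, family and genus. The tool behind the OTU table is not given in the sources used here, apart from the paper's naming of Nephele, bioBakery and MetaPhlAn2.

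From the gene counts, edgeR 4.0.16 (R 4.3.3) with limma 3.58.1 was run with TMM factors, filterByExpr at a minimum of 10 counts, and the quasi-likelihood test of TAM against CO. A gene was called at a Benjamini-Hochberg adjusted p under 0.05. Standard errors are the log2 fold change divided by the square root of the F statistic. Of 45232 gene IDs, 44585 were paired with a symbol by a table of gene names. Principal components used log2 CPM with a prior count of 2 over the 500 genes of highest variance. Gene lists were tested with camera at a preset correlation of 0.01, adjusted over 39 lists, and list scores are means of log2 CPM over members.

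The sample groups, tests, gene lists, alternatives and the rule for named genes were fixed before the data were examined. The rule named 34 genes that the paper discusses, the 10 largest rises and 10 largest falls among called genes of at least 1 CPM with no overlap between groups, up to 4 members of smallest p in each list, every taxon the paper names, and the orders and the 5 genera of largest rise and fall that passed the threshold in each comparison. Genes named outside this rule are said to be chosen after their values were seen, and orders and genera that are named without passing the threshold were chosen by their p after the values were seen. The members of lists that the text names for passing when adjusted over the list alone are among those of smallest p.

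From the OTU counts, with the OTU of no domain kept, the Shannon index (natural log), Bray-Curtis distances with PERMANOVA (vegan 2.7.1, exact over 252 splits) and principal components of log shares with a pseudocount of 0.5 were computed. Shares of named taxa, in percent of the counts with a domain, came from the deposited counts per phylum, class and genus. Genera and orders with at least 10 counts in at least 5 mice were tested with edgeR in a fit over all 25 mice, which share an estimate of the spread. Shares were compared by two-sided exact permutation tests.

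Depth was 69155438 to 84490499 counts per mouse for RNA-Seq and 39258 to 56153 for 16S. Floors of 3 counts and 95% intervals of count ratios cover counting error only, since PCR copies were not told apart. No 2 libraries of a group were alike within sampling noise (chi-square per degree of freedom of at least 24.9 for RNA-Seq and 16.6 for 16S).

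On simulated counts of the TAM against CO comparison of RNA-Seq, edgeR (20022 genes) recovered 61 of 100 genes changed by 1 on the log2 scale and 99 of 100 changed by 2, with 5 false calls among 165, and DESeq2 (20265 genes) recovered 84 and 99 with 47 false calls among 230. The changed genes were drawn from those of at least 1 CPM. The recovery therefore does not cover genes of fewer counts, such as *Il17a* and *Il22*. No mouse was made to stand apart in these simulated counts. On simulated 16S counts of 40 genera, 2 of 3 genera changed by 3 on the log2 scale and 3 of 3 changed by 6 were recovered, with 0 false calls. The changed genera were drawn from the most abundant, so rare genera are not covered.

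Alternatives were DESeq2 1.42.0, RLE factors, no filter on low counts, a filter of 50 counts in 4 mice, the replicate number as a block, other thresholds, other gene set tests (camera with an estimated correlation, fry, and fgsea 1.28.0), other distances, rarefied counts, other scales for shares, and each mouse left out in turn. Keeping or leaving out the OTU of no domain was added after seeing the data. The scan for KLF5- and STAT3-binding motifs was not run, since no genome was used here. Tables and plots were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.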

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

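The tests of gene length, of liver RNA, of the share of epithelial cells and of neighboring genes were chosen after the results were seen, and the tests of *Klf5* deletion, of the top genes and of other splits of the mice were set before. Of 161 groups of values checked for a mouse set far from the rest of its group, 19 held such a mouse, where chance gives about 5% of groups.

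TAM-treated mouse 3 of the RNA-Seq held 9 of these values. Its *Klf5* was lowest at 95.5 CPM, mitochondrially encoded transcripts took 7.47% of its counts, the 10 most abundant genes took 14.5% (9.00% to 9.43% in the other TAM-treated mice), and its SD of log2 deviations was 0.670. Its *Ifng* was at 1.12 CPM, *Epgn* at 6.43, *Stat3* at 78.1, *Il6st* at 142 and *Il10rb* at 29.8 CPM.

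The values argue against gene length and against a few abundant genes as explanations for this mouse, and leave a stronger *Klf5* deletion undecided. A rank correlation of its deviations with gene length (-0.294) left gene length undecided, and removing the trend, a test added after that, left an SD of 0.654 (highest of the other mice 0.297), and leaving out mitochondrial and top genes left 0.669 (highest other 0.312). A stronger *Klf5* deletion would raise all changes. Over genes called without this mouse, its changes had a slope of 0.929 (standard error 0.0143) on those of the other TAM-treated mice. By the bound set before, this slope counted against that explanation. But genes picked by their calls in the other mice can pull the slope of the left-out mouse down. The slopes of 0.819 to 1.01 found for the others in turn rest on 280 to 605 genes, against 3520 here. The slope therefore cannot decide on a stronger deletion. A difference in RNA quality or in the state of the tissue may remain and was not tested; without this mouse, edgeR called 3534 genes in place of 842.

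Of the 10 largest rises, 8 lay in genes that the paper does not discuss. Their log2 fold changes were 4.70 for *Alb*, 4.24 for *Akr1c21*, 3.87 for *Hfm1*, 3.82 for *Epgn* (2.32 without TAM-treated mouse 3), 3.63 for *Tff2*, 3.55 for *Itgad*, 3.31 for *Reg1* and 3.23 for *Apoc2*.

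*Alb* and its neighbor *Afm*, which was chosen after its values were seen (1.97 to 10.7 CPM, adjusted p = 0.000310 from edgeR), are liver genes, so liver RNA in the TAM samples could be the source. The first bounds set for this left it undecided: the median log2 fold change of the 8 tested liver genes was 0.75, and *Apoa2*, *Ttr* and *Serpina1c* together reached 34.5% of the *Alb* level, mostly from *Ttr* (log2 fold change 1.18, adjusted p = 0.237 from edgeR, 0.92 to 1.57 with a mouse left out). By a bound added after that, the median rise of 18 listed liver genes was 0.177% of that of *Alb*, and 12 of the 18 rose by under 1% of it. The rises argue against liver RNA as the whole source, and expression of *Alb* in the colon of mice lacking *Klf5* is a hypothesis that was not tested in single cells or by location.

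Most lists of markers of other cell types had a higher mean in TAM-treated mice, which a lower share of epithelial cells could give, while adipocyte markers had a lower mean (-0.44, exact permutation p = 0.571, n = 4 mice per group), a list that turned to higher without TAM-treated mouse 3 (camera adjusted p = 0.939). A lower share would raise all such lists alike, and after removing each mouse's mean over 9 lists the SD of their changes was 0.375, as large in 3 of 35 splits of the mice (highest other split 0.383), so this explanation cannot be told apart for these lists, whose spread rests on red blood cell genes (SD 0.174 without them, as large in 21 of 35 splits). The 4 epithelial lists (colonocyte, goblet, enteroendocrine and tuft cells, without the stem cell list) moved apart with an SD of 0.389, above that of every other split (highest 0.321). A lower epithelial share that acted alike on these lists would not give this. Only the colonocyte list separated the groups (exact permutation p = 0.0286, and 0.4, 0.229 and 0.543 for the others), so the spread rests on its fall. A change of cell types within the epithelium or in gene activity stays open.

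Other splits of the same mice give a measure of chance. Of 35 splits of the 8 RNA-Seq mice, 1, the real one, gave as many called genes (842, highest other 2), so a chance split is a poor explanation for the genes. For lists, 1 of 35 gave as many (26, highest other 23), so another split came close. Splits with as many CO- as TAM-treated mice on each side gave 0 called genes but still 4 to 16 called lists. Camera with the preset correlation thus passed lists where the sides did not differ in treatment, which limits what its p-values mean. For 16S, 4 of 100 splits gave as many genera as the 1 called between TAM-treated *Klf5* ΔIND and TAM-treated *Klf5 Ctrl* mice (highest other 1), 4 of 100 as many as the 1 called between the CO-treated groups (highest other 7), and 4 of 100 as many as the 6 called between untreated and CO-treated mice (highest other 7), and in each of the 3 another split gave as many genera as the real one or more, so chance is not firmly excluded although under 5% of splits did so. A split with 7 genera in place of 1 may come from a structure among those mice, which was not tested.

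For genera between TAM- and CO-treated *Klf5* ΔIND mice, 27 of 100 splits gave as many as the 1 called (highest other 3), so chance cannot be excluded. Of orders in that comparison, genera between the *Klf5 Ctrl* groups and genera of the interaction, edgeR called 0, so all 100 splits of each gave as many (highest other 2, 3 and 10). DESeq2 called 0, 2 and 1 in these comparisons, and 4, 2 and 10 taxa lay at an unadjusted p under 0.05.

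*Lcn2* was highest among CO-treated mice in mouse 1, at 6.67 CPM. *Socs3* was set apart in the same mouse, at 49.0 CPM. *Reg3g* was set apart in TAM-treated mouse 4, at 3446 CPM.

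The OTU of no domain took 30.0% of the counts of TAM-treated *Klf5* ΔIND mouse 1, 22.9% of CO-treated *Klf5 Ctrl* mouse 3, 1.02% of TAM-treated *Klf5 Ctrl* mouse 1 and 0.804% of untreated mouse 4. TAM-treated *Klf5 Ctrl* mouse 1 was also set apart for *Deferribacteres* (0.345% of counts) and *Clostridia* (10.7%). *Bacteroides* took 39.8% in TAM-treated *Klf5* ΔIND mouse 3.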

How the results depend on the processing

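The alternatives with the OTU of no domain kept or left out were chosen after seeing the data, and the others were set before. The called genes kept their direction in every setting (760 of the 842 were tested with the 50-count filter, and all 842 in the others), and no setting moved the median log2 fold change of all genes by over 0.1. For the fits that follow, the cause of a change was not tested unless fewer mice, genes or calls make it. DESeq2 called 2113 genes (840 of them shared with the 842), a log2 fold change of at least 1 left 362, an unadjusted p under 0.05 gave 4514, and leaving out 1 mouse gave 275 (without CO-treated mouse 3) to 3534 (without TAM-treated mouse 3). Of 56 named genes called, 55 of the 55 that DESeq2 tested, 50 with no filter and 30 to 56 with a mouse left out kept the call. The first principal component held 40.6% over all tested genes, 42.4% of variance-stabilized values and 37.8% to 43.2% with a mouse left out.

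The sources used here do not say that replicate numbers mark a shared litter or day. Deviations of RNA-Seq mice of the same number had correlations of 0.236, 0.0181, 0.106 and 0.136, not all over 0.1, and 2 of 4 numbers matched best with themselves, so the numbers were not taken to pair the mice, although this does not exclude pairing. In 16S the correlations had both signs, and 3 of 5 numbers matched best with themselves between TAM-treated groups. With the replicate number as a block, 163 genes were called, and 27 of the 56 named genes. For 16S genera, the block left 0 for TAM against CO in *Klf5* ΔIND mice, 0 between TAM-treated groups, 0 between CO-treated groups and 1 for untreated against CO-treated mice.

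With an estimated correlation, camera called 0 of 39 lists, with an adjusted p of 0.340 for T cell activation, 0.162 for Th1, 0.330 for Th2, 0.320 for DC maturation, 0.299 for cytokines, the tricarboxylic acid cycle and fatty acid breakdown, and 0.609 for oxidative phosphorylation (0.285 with fry, 0.000540 with fgsea and 0.0582 with the 50-count filter). The Th17 list gave 0.0368 with DESeq2 and 0.0128 with no filter. With a mouse left out, adjusted p ranged from 0.00716 to 0.187 for Th17, 0.00325 to 0.0505 for Th2, 1.81e-06 to 0.149 for oxidative phosphorylation, 0.136 to 0.989 for DNA replication, 0.0147 to 0.660 for mitosis, 0.00568 to 0.869 for stem cell genes, 0.185 to 0.994 for tuft cells, 0.106 to 0.971 for adipocytes, 0.655 to 0.959 for squamous epithelium (0.904 with fgsea) and 0.463 to 0.936 for small intestine, and the last 7 turned direction in some of these fits. The log2 fold change of *Socs3* ranged from -0.23 to 0.28, that of *Stat3* from -0.29 to 0.0601 and that of *Il6st* from -0.0274 to 0.15.

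For 16S, the Shannon difference of TAM- and CO-treated *Klf5* ΔIND mice ranged from 0.346 to 0.853 with a mouse left out. Orders called in that comparison were 1 by rank-sum test and 0 to 1 with a mouse left out. Genera were 6 with DESeq2, 2 with total counts, 2 with no filter, 0 with only the compared groups, 0 with no-domain counts kept, 4 by rank-sum test and 0 to 3 with a mouse left out. Between TAM-treated groups, genera were 3 with DESeq2, 3 with no filter, 0 with only the compared groups, 5 by rank-sum test and 0 to 1 with a mouse left out. Between CO-treated groups, they were 3 with DESeq2, 0 with no filter, 0 with no-domain counts kept and 0 to 7 with a mouse left out, and DESeq2 called 2 between the *Klf5 Ctrl* groups. For untreated against CO-treated mice, they were 12 with DESeq2, 1 with only the compared groups and 2 to 10 with a mouse left out, and for the interaction 1 with DESeq2, 1 with no-domain counts kept and 0 to 5 with a mouse left out.

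Between TAM- and CO-treated *Klf5* ΔIND mice with a mouse left out, the difference in share ranged from -14.3 to 2.01 percentage points for *Firmicutes*, -3.60 to 13.0 for *Bacteroidetes* (-0.155 as a centred log-ratio) and -10.2 to 1.91 for *Erysipelotrichia*. Between TAM-treated groups, it ranged from -0.200 to 1.21 for *Proteobacteria*, -0.0637 to 0.0226 for *Deferribacteres* and -3.41 to 3.54 for *Erysipelotrichia* (0.247 as a centred log-ratio). Motif alternatives were not run. Depth limits *Il23a*, *Defb2* and *Rikenella*, with 49 and 0 counts over the 8 RNA-Seq mice and 142 over CO- and TAM-treated *Klf5* ΔIND mice.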

Differences from the paper's values

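The legend of Fig. 3A gives 72% of the variance for the first principal component of the RNA-Seq, against 39.3% here. None of the 10 alternatives reaches the paper's value, and they range from 37.8% to 43.2%. The transformation and the genes behind the paper's value are not named in its text.

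In Fig. 3C the log2 fold change of *Il6* is about 3, read by eye, against 0.78 here (standard error 0.44). All 12 alternatives, from 0.50 to 1.02, differ from it as well. The values of *Mmp7*, *Lcn2*, *Il22*, *Reg3g*, *Reg3b* and *Ccl2* in that plot lie within the errors of those here.

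The paper lists *Il17*, *Il22*, *Il6*, *Ccl2*, *Lcn2*, *Reg3b*, *Reg3g* and *Mmp7* among the genes ranked highest after *Klf5* deletion. It also reports RT-qPCR of these genes, which was not re-analysed here. *Lcn2*, *Reg3g* and *Mmp7* rose here with an adjusted p of 3.26e-05, 0.0212 and 0.00350 from edgeR. *Il17a*, *Il22* and *Il6* had an adjusted p of 0.540, 0.345 and 0.327 and passed in no setting (unadjusted p = 0.295, 0.122 and 0.109 from edgeR). *Ccl2* and *Reg3b* had an adjusted p of 0.0951 and 0.129 and passed with DESeq2 (adjusted p = 0.0224 and 0.0199) and at an unadjusted p (0.00769 and 0.0154), the cutoff named P in the legend of Fig. 3C. Counts of called genes are not set beside the paper's, since the thresholds differ.

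The paper reports no difference in *Il1b* and serum amyloid A. By edgeR none of these genes passed the threshold over all genes here, except *Il1b* without TAM-treated mouse 2 (adjusted p = 0.0278), while DESeq2 called *Il1b* (adjusted p = 0.00770) and *Saa3* (adjusted p = 0.0397).

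By GSEA, the paper places metabolism and replication with CO-treated mice. The lists tested here were written beforehand and are not the gene sets of that GSEA. The fatty acid breakdown list was lower after TAM here (camera adjusted p = 4.01e-09, and 0.299 with an estimated correlation). The oxidative phosphorylation list was lower by camera (adjusted p = 0.0174) and by fgsea (adjusted p = 0.000540), which both compare genes with genes. It did not pass with an estimated correlation (0.609) or fry (0.285). For its genes, edgeR called 0 (1 higher and 15 lower at an unadjusted p under 0.05, 1 higher and 5 lower by DESeq2). DNA replication did not pass (adjusted p = 0.785 from camera, 0.770 from fgsea). Mitosis did not pass either (0.231 from camera, 0.136 from fgsea, and 0.0147 from camera without CO-treated mouse 2).

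For 16S, the paper describes separated clusters of TAM- and CO-treated *Klf5* ΔIND mice and shifts of orders between them. Here the exact permutation p was 0.627 on the first component and 0.413 on the second, and edgeR called 0 of 17 orders (4 at an unadjusted p under 0.05, DESeq2 0, rank-sum test 1).

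Fig. 9C places *Clostridia*, *Actinobacteria* and *Deferribacteres* with CO-treated and *Proteobacteria* with TAM-treated *Klf5* ΔIND mice. Here, *Actinobacteria* took 0.236% after TAM and 0.410% after CO, and *Proteobacteria* 2.43% and 1.02%, while *Clostridia* took 9.65% and 1.64%, and *Deferribacteres* 0.0417% and 0.0135%. The legend gives n = 9 for Fig. 9C, and 5 mice per group were analysed here, so the sets of mice are not the same. None of these passed the exact permutation test (p = 0.532, 0.151, 0.167 and 0.349). Each difference leans on 1 mouse: that of *Actinobacteria* was -0.00253 in place of -0.174 percentage points without CO-treated mouse 2, that of *Proteobacteria* 0.506 in place of 1.41 without TAM-treated mouse 1, that of *Clostridia* 4.15 in place of 8.01 without TAM-treated mouse 4, and that of *Deferribacteres* 0.0107 in place of 0.0281 without TAM-treated mouse 4.

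The paper states that *Firmicutes* and *Clostridia* differed between TAM-treated *Klf5* ΔIND mice and controls. The exact permutation p here was 0.849 and 0.167 against CO-treated *Klf5* ΔIND mice and 0.325 and 0.349 against TAM-treated *Klf5 Ctrl* mice.

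The paper calls differences between control groups minute. It is not clear whether the untreated mice are among its control groups. Here, 6 genera changed between untreated and CO-treated *Klf5* ΔIND mice (1 with only the compared groups in the fit), 1 between the CO-treated groups and 0 between the *Klf5 Ctrl* groups (edgeR, with 13, 12 and 2 at an unadjusted p under 0.05 and 12, 3 and 2 by DESeq2).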

Other observations

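The test of neighboring genes was chosen after the result was seen, and the gene lists named here were fixed before.

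Some genes of the surface epithelium and of its junctions fell after TAM, while most did not pass edgeR over all genes. Of 15 genes of mature colonocytes, 4 fell over all genes (7 fell and 1 rose when adjusted over the list alone), among them *Guca2a*, which encodes the peptide guanylin, from 495 ± 151 to 157 ± 33.1 CPM (SD, n = 4 mice per group, adjusted p = 0.00763 from edgeR), *Cyp2c55*, 2.14-fold, and the carbonic anhydrase gene *Car4*, 1.63-fold. Of 11 desmosome genes, 3 fell (5 when adjusted over the list alone): *Pkp1*, encoding plakophilin 1, from 31.9 ± 3.38 to 4.38 ± 1.98 CPM (adjusted p = 0.00304 from edgeR), *Evpl*, 2.31-fold, and *Perp*, 1.47-fold. Of 16 tight junction genes, 2 fell (9 when adjusted over the list alone), *Cldn23* 1.79-fold and *Ocln* 1.39-fold. By camera the adjusted p was 2.48e-05, 1.05e-05 and 6.20e-05 for these lists, and the adjusted p was 0.133, 0.299 and 0.365 with an estimated correlation. Without 1 mouse, edgeR's call was lost for *Cyp2c55* (any CO-treated mouse, TAM-treated mouse 1 or 2), *Car4* and *Evpl* (any CO-treated mouse, TAM-treated mouse 1 or 4), *Perp* and *Ocln* (any mouse other than TAM-treated mouse 3) and *Cldn23* (CO-treated mouse 2, 3 or 4), with a highest adjusted p of 0.153. Without TAM-treated mouse 3, 8 colonocyte, 7 desmosome and 10 tight junction genes fell, and 1 tight junction gene rose. The mean log2 fold changes of these lists were then smaller in size, at -0.52, -0.48 and -0.20 in place of -0.54, -0.66 and -0.38.

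Of 15 stem cell genes, 1 fell, also when adjusted over the list alone: *Ascl2*, a transcription factor of intestinal stem cells, from 3.12 ± 0.567 to 0.488 ± 0.262 CPM (adjusted p = 0.00607 from edgeR), while *Lgr5*, *Smoc2* and *Olfm4* had log2 fold changes of -0.21, -0.63 and 1.24 (adjusted p = 0.618, 0.153 and 0.261). Of 13 goblet cell genes, *Agr2*, a protein disulfide isomerase of mucus-producing cells, rose 1.78-fold over all genes and over the list alone (adjusted p = 0.0231 from edgeR; lost without CO-treated mouse 1, 2 or 4 or TAM-treated mouse 1 or 4, highest adjusted p = 0.0842). By camera the adjusted p was 0.0535 for stem cells and 0.345 for goblet cells, and the adjusted p was 0.666 and 0.589 with an estimated correlation. Of 13 enteroendocrine and 8 tuft cell genes, 0 passed edgeR over all genes or the list alone (5 and 1 higher at an unadjusted p under 0.05, 1 and 0 by DESeq2).

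Of the remaining lists that passed camera with the preset correlation, the adjusted p was 0.0265 for enteroendocrine cells, 0.0174 for the unfolded protein response, 0.0196 for neutrophils, 0.00886 for macrophages, for B and plasma cells and for enteric neurons and glia, 0.00616 for fibroblasts, 3.48e-05 for pancreas and 3.81e-05 for red blood cells, all higher after TAM, and 0.00886 for xenobiotic response and 0.00730 for the KLF family, both lower. In the same order, the adjusted p was 0.454, 0.365, 0.396, 0.340, 0.396, 0.365, 0.162, 0.0757, 0.299, 0.299 and 0.407 with an estimated correlation. The KLF family list includes the deleted gene *Klf5* itself, the only 1 of its 12 genes that edgeR called over all genes. The enteroendocrine list was lost without CO-treated mouse 1 or 4 or TAM-treated mouse 1, 2 or 4, the unfolded protein response without CO-treated mouse 2 or TAM-treated mouse 1 or 2, and the neutrophil list without CO-treated mouse 1 or 3 or TAM-treated mouse 3 or 4 (highest adjusted p = 0.106, 0.0672 and 0.0743). *Prss2*, a trypsinogen gene and the only pancreas gene with enough counts to be tested, had 105 counts over TAM-treated and 2 over CO-treated mice, both in mouse 1 (ratio 57.4, 95% interval 15.5 to 480 for counting error only).

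The lists that did not pass, with their adjusted p from camera, were tuft cells (0.495), smooth muscle (0.122), endothelium (0.288), adipocytes (0.463), squamous epithelium (0.957) and small intestine (0.785). The adjusted p was 0.792, 0.586, 0.589, 0.792, 0.967 and 0.842 with an estimated correlation. Without TAM-treated mouse 3, smooth muscle and endothelium passed (adjusted p = 0.00509 and 0.00228).

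EGF receptor ligands on chromosome 5 rose together, an observation made after their values were seen. *Ereg* went from 17.3 to 58.3 CPM, *Areg* from 18.7 to 51.1 CPM and *Btc* from 7.85 to 17.9 CPM (adjusted p = 0.0103, 0.0200 and 0.00149 from edgeR), next to *Epgn*. *Areg* lost its call without CO-treated mouse 2, 3 or 4 or TAM-treated mouse 1 or 4 (highest adjusted p = 0.0692). The stretch from *Alb* to *Btc* (90460889 to 91402994) also holds *Afp*, *Afm*, *Pf4*, *Cxcl15* and *Cxcl2*, which rose, while *Rassf6*, *Cxcl5*, *Ppbp*, *Cxcl3*, *Cxcl1* and *Mthfd2l* between them did not pass (*Cxcl1* adjusted p = 0.0727).

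A hypothesis from this stretch is that called genes lie side by side more often than chance gives. In 65 pairs of neighboring genes both were called in the same direction, against a mean of 17.9 and a highest of 36 over 10000 shuffles of the calls. Reads shared between related or overlapping neighbors could produce such pairs, but 28 pairs were left without those that share a name stem, overlap or lie within 5000 bases on the same strand, against a mean of 8.21 and a highest of 19 (permutation p = 1e-04, the smallest that 10000 shuffles can give). These values argue against shared reads as the whole cause. Whether a shared regulatory region or shared expression in a cell type may account for the pairs was not tested.

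The paper reports more *Bacteroides* in TAM- than in CO-treated *Klf5* ΔIND mice by quantitative PCR. In the 16S counts, the share was higher in TAM-treated mice (log2 fold change 2.33 from edgeR, adjusted p above the threshold), with an exact permutation p of 0.0238 and an adjusted p of 0.190 over the named taxa. Without TAM-treated mouse 3 the difference was 4.76 in place of 11.3 percentage points.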
